# Iron-Bound Lipocalin-2 Protects Renal Cell Carcinoma from Ferroptosis

**DOI:** 10.3390/metabo11050329

**Published:** 2021-05-19

**Authors:** Julia K. Meier, Matthias Schnetz, Susanne Beck, Tobias Schmid, Monica Dominguez, Sanela Kalinovic, Andreas Daiber, Bernhard Brüne, Michaela Jung

**Keywords:** lipocalin-2, iron, ROS, *SLC7A11*, *Nrf2*, ISR, p-eIF2α, erastin, ferroptosis

## Abstract

While the importance of the iron-load of lipocalin-2 (Lcn-2) in promoting tumor progression is widely appreciated, underlying molecular mechanisms largely remain elusive. Considering its role as an iron-transporter, we aimed at clarifying iron-loaded, holo-Lcn-2 (hLcn-2)-dependent signaling pathways in affecting renal cancer cell viability. Applying RNA sequencing analysis in renal CAKI1 tumor cells to explore highly upregulated molecular signatures in response to hLcn-2, we identified a cluster of genes (*SLC7A11, GCLM, GLS*), which are implicated in regulating ferroptosis. Indeed, hLcn-2-stimulated cells are protected from erastin-induced ferroptosis. We also noticed a rapid increase in reactive oxygen species (ROS) with subsequent activation of the antioxidant *Nrf2* pathway. However, knocking down *Nrf2* by siRNA was not sufficient to induce erastin-dependent ferroptotic cell death in hLcn-2-stimulated tumor cells. In contrast, preventing oxidative stress through *N*-acetyl-l-cysteine (NAC) supplementation was still able to induce erastin-dependent ferroptotic cell death in hLcn-2-stimulated tumor cells. Besides an oxidative stress response, we noticed activation of the integrated stress response (ISR), shown by enhanced phosphorylation of eIF-2α and induction of *ATF4* after hLcn-2 addition. *ATF4* knockdown as well as inhibition of the ISR sensitized hLcn-2-treated renal tumor cells to ferroptosis, thus linking the ISR to pro-tumor characteristics of hLcn-2. Our study provides mechanistic details to better understand tumor pro-survival pathways initiated by iron-loaded Lcn-2.

## 1. Introduction

One of the most recurrent urologic tumors is renal cell carcinoma (RCC). Due to its clinically silent development and progression, RCC represents a major, yet underestimated health problem, since the detection of the majority of RCC cases is by incidental radiologic discovery [1]. Resistance of RCC against chemo- and radiation-therapy further restricts therapeutic medical options [2]. Currently, no reliable diagnostic approach for early RCC detection and no effective method for recurrence surveillance or therapy response are available. It appears pivotal to identify suitable diagnostic and prognostic biomarkers, in order to enable detection of premetastatic tumors and to install efficient therapy approaches such as partial rather than radical nephrectomy. An unmet need also represents a more sophisticated in-depth understanding of underlying molecular disease mechanisms as well as crucial signaling pathways and/or molecules for targeted interference strategies.

With regard to drug resistance, a common approach in cancer therapy is the activation of regulated cell death. It is commonly appreciated that tumor cells not only re-wire their oxygen-consuming metabolic activity, which is regulated by activation of hypoxia-inducible factor 1 (HIF-1), but also enhance their resistance against oxidative stress and reactive oxygen species (ROS)-associated cellular damage [3]. Recently, a new form of regulated cell death named ferroptosis was described that links the availability of intracellular iron to the induction of cytotoxic lipid peroxides. Ferroptosis is both morphologically and biochemically different to other regulated cell death forms [4]. Renal cell carcinomas are particularly susceptible to ferroptotic cell death, since they are exceptionally dependent on glutathione synthesis to prevent lipid peroxidation and thus, to maintain cellular survival and viability [5]. Glutathione peroxidase 4 (GPX4) is known to protect cells from ferroptosis by converting glutathione (GSH) into oxidized glutathione (GSSG), thereby reducing cytotoxic lipid peroxides (L-OOH) to the corresponding non-toxic alcohols (L-OH) [6,7]. Upon inhibition of GPX4, intracellular iron in its Fe^2+^ form oxidizes lipids in a Fenton-like manner, which, in turn, causes ROS accumulation and cell death [8,9]. Along these lines, siRNA screening approaches indicated that blocking genes encoding either glutathione peroxidases GPX3 or GPX4 is particularly lethal to renal tumor cells [10].

The activity of GPX4 is closely linked to the Xc-system, acting as an antiporter for cystine and glutamate that is necessary for GSH synthesis [11]. Moreover, it was previously shown that inhibition of the Xc-system significantly lowers cancer cell resistance to conventional radio- and chemotherapy [12]. Since iron is required for the execution of ferroptosis due to its function in the accumulation of lipid peroxides, it is crucial to understand how iron turnover is controlled in tumor cells and how iron availability impacts tumor cell sensitivity to ferroptosis. Along these lines, previous studies noticed that the transferrin (Tf)-transferrin receptor 1 (TfR)-system is required for ferroptotic cell death [8], whereas inhibiting the master regulator of cellular iron homeostasis, iron-responsive element-binding protein 2 (IRP-2), enhances tumor cell resistance towards ferroptosis [11]. An additional important mechanism to control cellular sensitivity to ferroptosis is ferritinophagy, whereby ferritin is recognized by nuclear receptor coactivator 4 (NCOA4) to be recruited to autophagosomes and marked for lysosomal degradation [13,14,15]. Nonetheless, despite iron being considered a hallmark of ferroptotic cell death, mechanistic implications of iron other than promoting Fenton chemistry are still not fully understood. However, a recent report from Müller et al. nicely showed that not only common players in iron metabolism such as TfR should be considered in the tumor context. The authors showed that CD44 adopts the role of iron endocytosis, whereby the epigenetic plasticity of cancer cells is critically shaped and the expression of specific genes of the mesenchymal cell state is fostered [16].

It is widely accepted that cancer cells require high amounts of iron in order to sustain an enhanced metabolic turnover and to increase proliferation [17]. Tumor cells adopt an iron-retaining phenotype [18], thereby maintaining a delicate balance of metabolically required iron and cytotoxic effects of excessive iron. In particular, cancer stem cells were found to massively increase iron uptake via enhanced TfR expression and iron mobilization through increased ferritin levels. Most interestingly, cancer stem cells seem to show an iron-phenotypic molecular fingerprint that allows the adaptation of cancer stem cells to microenvironmental cues of the respective niche [19]. Moreover, interfering with proper iron storage such as blocking ferritin, was detrimental to cells addicted to high iron levels and represents a potent target for novel therapeutic avenues. In line, Mai et al. showed that targeting cancer stem cells by using a synthetic derivative of salinomycin significantly enhanced iron retention in lysosomes, whereby iron-dependent ROS formation fostered lysosomal membrane rupture, finally leading to iron-dependent ferroptotic cell death [20].

We and others have previously described that tumor-associated macrophages (TAM) represent a major source of iron for the growing tumor [21,22], releasing significant amounts of iron to the tumor microenvironment [23]. Moreover, we showed that TAM release iron, bound to the iron-transporting protein lipocalin-2, which, in turn, promoted tumor growth in an experimental mammary tumor model [21]. Enhanced levels of lipocalin-2 (Lcn-2) were previously also associated with reduced disease-free survival in breast cancer patients [24], while inhibition of Lcn-2 significantly reduced mammary tumor progression and metastasis [25,26,27]. Considering the role of Lcn-2 in RCC pathogenesis, previous studies identified increased amounts of Lcn-2 in both urine and serum of RCC patients [28,29], and the expression of Lcn-2 protein in tumor tissues positively correlated with histological grades in clear cell RCC (ccRCC) and papillary RCC (pRCC) patients [30]. Recently, we provided evidence that the iron-binding capacity of Lcn-2 defines its pro-tumor characteristics in ccRCC [31]. Iron-loaded Lcn-2 promoted RCC tumor growth and progression, whereas the iron-free form of Lcn-2 showed rather anti-tumoral activity, while mechanistic details on Lcn-2 signaling still remain obscure.

Here we explored how iron-loaded Lcn-2 drives renal tumor growth and progression and identified a crucial role of the Xc-system. hLcn-2 significantly enhances cellular resistance to ferroptosis, by inducing the antioxidant kelch-like ECH-associated protein 1 (Keap1)/nuclear factor erythroid 2-related factor 2 (*Nrf2*) pathway and causing an integrated stress response through p-eIF2α (phosphorylated eukaryotic translation initiation factor 2A) activation.

## 2. Results

### 2.1. Iron-Loaded Lcn-2 Induces Genes Referring to Glutathione Biosynthesis

Since we previously determined that the iron-load of Lcn-2 plays a critical role for its pro-tumor functions in RCC [31], we now aimed to identify underlying molecular mechanisms. 

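RNA from CAKI1 cells, an established human renal carcinoma cell line, was sequenced after 24 h with hLcn-2 at 5 µg/mL and compared with RNA from unstimulated control cells. The libraries were prepared with the QuantSeq 3′ mRNA kit, which reads the 3′ end of each transcript. They carried unique molecular identifiers (UMI), so that copies of one cDNA molecule made by PCR are counted once. Normalized counts were deposited for 4 control samples and 4 hLcn-2-treated samples, numbered 1 to 4 in each group. The legend of Figure 1A gives n = 3 and the paper does not name the samples it used, so all 8 samples were analysed. The authors aligned the reads to the GRCh38 genome with STAR, collapsed them by UMI and counted them per gene with HTSeq. In the deposited normalized counts, each column was made of whole multiples of a single step, the worth of 1 read. All 134256 values came out as whole reads when divided by that step. The reads recovered in this way added up to 13953090, 12634366, 5799151 and 1501563 in controls 1 to 4, and to 11341137, 6972124, 2088266 and 4619920 in hLcn-2 samples 1 to 4. The deepest library thus held 9.29 times as many reads as the shallowest. The values are on the scale of CPM (reads per library scaled to a common size), on which a gene with 3 reads lay at 0.211 in the deepest library and at 1.98 in the shallowest. The mitochondrial ribosomal RNA gene RNR2 was the most abundant gene in every sample and took between 3.31% and 7.10% of the values. Differences between the groups were tested with limma, with an intensity trend and two-sided, on log2(normalized count + 1), for the 15593 genes with at least 1 CPM in at least 2 samples. Log2 fold changes are on this scale, on which the change of a gene with few reads is understated. Because control and hLcn-2 samples share the numbers 1 to 4, the same model was also fitted with the replicate number as a block. Samples with the same number deviated together from the means of their groups, with correlations across genes between 0.31 and 0.61 (mean 0.50). Genes are not independent replicates.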

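Without the replicate block, 0 of the genes tested had an adjusted p-value under 0.05 (limma, Benjamini-Hochberg adjustment). An unadjusted p-value of 0.05 or less was found for 355 genes. Chance alone would give 779.6 if all samples were independent, which the correlated same-numbered samples were not. The 355 genes therefore do not show that the difference is smaller than chance. Other splits of the samples that part every same-numbered pair gave at most 213 such genes, but these splits are few. With the replicate block, which the correlation of 0.50 between same-numbered samples bears on, 44 genes had an adjusted p-value under 0.05. Of these, 34 were higher and 10 lower in hLcn-2-treated cells, and 1900 genes had an unadjusted p-value of 0.05 or less. Among the fits to all 8 samples, the number of differentially expressed genes moved most with the likelihood ratio test of edgeR on the recovered reads with the replicate block, which called 511 genes. On the same reads, the quasi-likelihood test of edgeR called 0 genes without the block, with 324 at an unadjusted p-value of 0.05 or less, and 233 genes with it. All 44 genes called by limma with the block were among those called by either edgeR test with it. Limma with the block but without the intensity trend called 0 genes, with 1567 at an unadjusted p-value of 0.05 or less. As no gene passed the threshold without the block, the 10 genes with the smallest p-values, all of them short of it, were INHBE, SLC7A11, ASNS, IL21R, FMC1, PDGFA, ERFE, CEBPB, LINC00853 and SLC7A5. The largest log2 fold change among them was 1.06 for IL21R (standard error 0.25). IL21R and INHBE both had an adjusted p-value of 1.00 in limma without the block and of 0.0317 with it. Genes on the opposite strand overlap the exons of INHBE, SLC7A11, IL21R, CEBPB, LINC00853 and SLC7A5. FMC1 shares exons with LUC7L2, and ASNS with another overlapping gene. LINC00853 averaged 2.02 CPM in controls and 0.618 in hLcn-2-treated cells, close to the worth of 3 reads in the shallower libraries.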

First, we performed RNAseq analysis of renal CAKI1 tumor cells stimulated with 5 µg/mL hLcn-2 for 24 h (Figure 1) and identified 35 mRNAs being differentially expressed (*p* ≤ 0.05) comparing controls and hLcn-2-treated samples (Figure 1A and Supplemental Figure S1A). 

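GO terms were not analysed here. The log2 fold changes of 44 genes of glutathione, glutamine and cysteine metabolism were examined as a set, of which 39 passed the expression filter. Their median log2 fold change was 0.078, with 24 genes higher and 15 lower in hLcn-2-treated cells. The set ranked higher than the other genes in the two-sided camera test of limma, with an adjusted p-value over 6 gene sets of 0.00452 without the replicate block and 0.0119 with it (mean correlation of same-numbered samples 0.50). Against 10000 random sets matched on mean expression, the median lay at percentile 98.2 (permutation test, two-sided, adjusted p = 0.0549). In the 4 pairs of control and hLcn-2 samples with the same number, the median log2 fold change of the set was 0.046, 0.067, 0.066 and 0.22. Some members are in the table of Supplemental Figure S1A, which was drawn from the same data. Without them, the median of the other 35 genes was 0.067 (camera test of limma, adjusted p = 0.0268 without the block and 0.0841 with it). Among the members, ASNS, which makes asparagine with glutamine as nitrogen donor, had a log2 fold change of 0.78 (standard error 0.18) and shares exons with an overlapping gene. CHAC1, which degrades glutathione, had one of 0.71 (standard error 0.27). Their adjusted p-values were 1.00 and 1.00 in limma without the block, and 0.0569 and 0.0206 with it. In the quasi-likelihood test of edgeR with the block they were 0.00557 and 0.00197. The glutamine synthetase gene GLUL and IDH1 both had a log2 fold change of 0.39 and were higher in 4 of 4 pairs. Their adjusted p-values with the block were 0.240 and 0.0564 in limma, and 0.188 and 0.0171 in the quasi-likelihood test of edgeR. GCLC, the catalytic subunit of glutamate-cysteine ligase, had a log2 fold change of 0.15 (standard error 0.15) and was higher in 2 of 4 pairs. Glutathione synthetase, GSS, had one of -0.058 (standard error 0.15). GPX1 was lower in 4 of 4 pairs, with a log2 fold change of -0.39 and an adjusted p-value of 0.229 with the block. GPX4 had 49.7 ± 6.24 (SD, n = 4) normalized counts (CPM) in controls and 50.7 ± 14.8 (SD, n = 4) after hLcn-2, a difference smaller than the spread between replicates. The higher GPX4 that the paper reports is in protein, which mRNA does not measure.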

Gene ontology (GO)-term analysis applying GOrilla showed enrichment of glutamine metabolic process, glutathione metabolic process, response to nitrosative stress, glutamate-cysteine ligase activity, response to the redox state, and regulation of cysteine metabolic process (Figure 1B). 

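SLC7A11 (ENSG00000151012) encodes the cystine/glutamate antiporter of the Xc-system and lies on the minus strand of chromosome 4 of GRCh38 from 138164097 to 138242349. Its canonical transcript has 12 exons, and the last of them, from 138164097 to 138172017, holds the 3′ untranslated region of 7862 nt, the end of the transcript that the 3′ mRNA kit reads. An antisense gene overlaps its exons, and the paper's text does not name whether reads were counted by strand. SLC7A11 had 512 ± 90.4 (SD, n = 4) normalized counts (CPM) in control cells and 847 ± 157 (SD, n = 4) in hLcn-2-treated cells, a log2 fold change of 0.72 (standard error 0.17). The adjusted p-value was 1.00 in limma without the replicate block and 0.0150 with it, where the mean correlation of same-numbered samples was 0.50. Every hLcn-2 sample was above every control sample (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 samples against 4 allow). The log2 differences of its same-numbered pairs were 0.97, 0.71, 0.73 and 0.48. With each sample left out in turn, its log2 fold change stayed between 0.62 and 0.83. GCLM (ENSG00000023909), the modifier subunit of the enzyme that joins glutamate and cysteine, lies on the minus strand of chromosome 1 from 93885199 to 93909456. It has 7 exons and a 3′ untranslated region of 3794 nt, and no other annotated exon overlaps it. Its normalized counts (CPM) were 291 ± 45.9 (SD, n = 4) in controls and 388 ± 62.8 (SD, n = 4) after hLcn-2. The log2 fold change of GCLM was 0.41 (standard error 0.16), with an adjusted p-value of 1.00 in limma without the block and 0.0367 with it. The groups overlapped (exact permutation test, two-sided, p = 0.0857), but GCLM was higher in each of the 4 pairs, by 0.38 to 0.46 on the log2 scale. The reads behind these values ranged from 805 to 10342 per sample for SLC7A11 and from 464 to 4588 for GCLM.

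**Figure D1:**
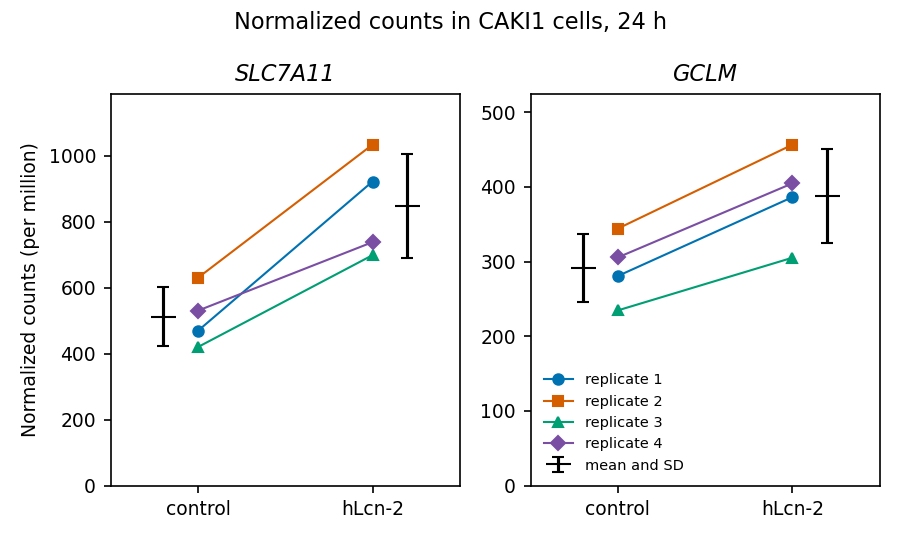
Normalized counts (CPM) of SLC7A11 and GCLM in control and hLcn-2-treated CAKI1 cells, on axes that start at 0. Lines join the control and hLcn-2 samples with the same replicate number, and black bars give the mean and SD of the 4 samples of each group. SLC7A11 and GCLM were higher after hLcn-2 in 4 of 4 pairs.

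The paper singles out SLC7A11 and GCLM among the genes within its enriched GO-terms, and relates them to glutathione biosynthesis and to the inhibition of ferroptotic cell death.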

Of note, we identified *SLC7A11* (solute carrier family 7 member 11), *GCLM* (glutamate-cysteine ligase modifier subunit), and *GLS* (glutaminase), which cluster within the GO-terms, referring to glutathione biosynthesis and inhibiting ferroptotic cell death (Figure 1C). For validation, we analyzed their mRNA expression in renal CAKI1 (Figure 1D) and renal A498 cells (Supplemental Figure S1B) as well as mammary MCF-7 cells (Supplemental Figure S1C) and observed significantly increased mRNA expression in hLcn-2-stimulated cells compared to untreated controls. By comparing hLcn-2-effects in primary human tubular epithelial cells (TEC) to primary tumor cells (TTEC), we observed that all identified target genes were only induced in tumor cells, whereas healthy cells did not respond (Supplemental Figure S1D).

In order to verify whether *SLC7A11*, *GCLM*, and *GLS* are specifically induced by iron-loaded Lcn-2, we stimulated CAKI1 tumor cells with iron-free, apo-Lcn-2 (aLcn-2) and a mutant form (mLcn-2) deficient of its iron binding capacity compared to hLcn-2 (Figure 2A). There was no target gene response with either aLcn-2 or mLcn-2. As a control, the intracellular iron amount of CAKI1 was measured, indicating that only hLcn-2 increased the intracellular iron amounts (Figure 2B). To explore whether specifically iron, transported by hLcn-2, induces gene activation, we employed iron-loaded transferrin (hTf), FeCl_3_, or the Lcn-2-binding catechol/FeCl_3_-complex as controls. As seen in Figure 2C,D, none of these stimuli induced the target genes *SLC7A11*, *GCLM*, and *GLS*. As an additional control, we verified intracellular iron amounts in CAKI1 cells following hTf-, FeCl_3_-, or catechol/FeCl_3_-complex-stimulation. Only hTf increases intracellular iron levels comparable to hLcn-2 (Figure 2E), whereas no enhanced intracellular iron levels were observed for FeCl_3_ or the catechol/FeCl_3_-complex (Figure 2F). Thus, target gene expression is induced specifically upon stimulation with iron-loaded Lcn-2, whereas the stimulation with iron per se or iron-loaded Tf remained without effect.

### 2.2. hLcn-2 Protects Renal Tumor Cells against Erastin-Induced Ferroptotic Cell Death

Considering the association between *SLC7A11*, *GCLM* and *GLS* with ferroptosis, we hypothesized that hLcn-2 may protect renal tumor cells against this form of cell demise. To test this, we pre-stimulated CAKI1 tumor cells with hLcn-2 for 24 h before adding the ferroptosis-inducing agent erastin. 10 µM erastin, supplied for 24 h to CAKI1 cells, reduced viability by roughly 50% (Supplemental Figure S2A), while hLcn-2-pre-stimulation significantly protected against erastin-induced cell death (Figure 2G). These observations were validated applying xCELLigence real-time measurements of cellular survival over a period of 3 days. hLcn-2 pre-stimulation significantly delayed the ferroptotic cell death response towards erastin (for about 36 h) (Figure 2H). We also applied ferrostatin-1 (fer-1), an established ferroptosis inhibitor, as well as z-vad-fmk, a pan caspase inhibitor to block apoptosis, to specify ferroptotic cell death (Supplemental Figure S2B). Our results indicate that only fer-1 as an inhibitor of ferroptosis was able to restore cellular viability upon erastin-treatment, whereas z-vad-fmk as inhibitor of the apoptotic cell death pathway remained without effect upon erastin-stimulation. In order to prove specificity for hLcn-2, we pre-stimulated CAKI1 cells also with apo- and mutant Lcn-2 as well as hTf, before inducing ferroptotic cell death applying erastin. Results show that only hLcn-2, but neither aLcn-2 nor mLcn-2 or Tf protected cells from ferroptosis (Figure 2I).

Since inhibition of ferroptosis is linked to GSH biosynthesis, we analyzed total GSH in CAKI1 cells after 4, 8, and 24 h of hLcn-2 stimulation by high-performance liquid chromatography (HPLC). We observed slightly, but not significantly increased amounts of total GSH at 4 and 24 h after hLcn-2 stimulation (Figure 2J). A colorimetric GSH assay confirmed results in terms of total GSH (Supplemental Figure S2C). We further noticed lower amounts of GSSG (Supplemental Figure S2D) and increased levels of reduced GSH at 24 h after hLcn-2 stimulation (Supplemental Figure S2E), accounting for a higher GSH to GSSG ratio (Figure 2K), pointing to a protective effect of hLcn-2. Along these lines, we observed a higher expression of the key enzyme GPX4 (Supplemental Figure S2F).

### 2.3. hLcn-2 Induces a Rapid ROS-Response and Activates the Keap-1/Nrf2 Pathway

Considering that hLcn-2 transports iron into renal tumor cells, we explored potential consequences. Measuring ROS, using H2DCF-HA, we noticed a peak after 20 min, with declining levels afterwards (Figure 3A). The extent to which hLcn-2-promoted ROS was like that provoked by 500 µM H_2_O_2_ (Figure 3B). However, ROS alone was not sufficient to protect from erastin-induced cell death (Figure 3C). Analyzing the time course of mRNA induction of target genes, we noticed induction of *SLC7A11* and *GCLM* already after 1 h and a much lower response for all three targets at 24 h, whereas *GLS* only peaked at 24 h (Figure 3D). This allowed to speculate about a rapid, ROS-dependent Keap1/*Nrf2* pathway activation that might be involved in subsequent target gene expression. Analyzing degradation of Keap1 by Western blot analysis, we found a rapid degradation after 30 min to 1 h of hLcn-2 stimulation and normalization of Keap1 levels after 8 h (Figure 3E). To test whether the Keap1-regulated transcription factor *Nrf2* is involved in controlling *SLC7A11*, *GCLM*, and *GLS* expression, we performed a knockdown of *Nrf2* (siNrf2). This significantly reduced hLcn-2-induced *Nrf2* expression (Supplemental Figure S3A) and suppressed its target genes NAD(P)H quinone dehydrogenase 1 (NQO1) and heme oxygenase 1 (HO-1) (Supplemental Figure S3B) compared to scrambled control (scRNA) transfected cells. In *Nrf2*-depleted cells, expression of *SLC7A11*, *GCLM*, and *GLS* were significantly reduced at 1 h (except for *GLS*, which was not regulated at the 1 h timepoint) and 24 h after hLcn-2 stimulation (Figure 3F). However, knocking down *Nrf2* did not influence the ability of hLcn-2 to protect against erastin-induced ferroptosis (Figure 3G). Analyzing the viability of tumor cells either transfected with a scRNA or siRNA against *Nrf2*, revealed that hLcn-2 protects against cell death in the presence or absence of *Nrf2*. Interestingly, when co-stimulating tumor cells with hLcn-2 and the antioxidant NAC prior to adding erastin, protection was lost (Figure 3H).

Thus, while the Keap1/*Nrf2* pathway is involved in regulating hLcn-2 target gene expression, it does not directly convey protection. Nevertheless, since NAC overcame the protective role of Lcn-2, a ROS-dependent mechanism seems likely.

### 2.4. hLcn-2 Stimulation Induces an Integrated Stress Response

Taking other stress responses, besides ROS-formation, into account, we explored activation of the integrated stress response (ISR) upon hLcn-2 stimulation. First, we analyzed the phosphorylation of eIF2α as central ISR component. We noticed enhanced eIF2α phosphorylation already at 1 h after hLcn-2 stimulation, which remained high at 8 h and returned to control levels at 24 h (Figure 4A). In line, expression of activating transcription factor 4 (ATF4), which increases in response to phosphorylation, i.e., inactivation, of eIF2α, was elevated at 1 and 8 h after hLcn-2 stimulation (Figure 4B). The 8 h timepoint coincided with induction of the typical ATF4 target gene *CHOP* (C/EBP homologous protein) at mRNA level (Figure 4C). Taking ATF4 expression in response to hLcn-2 into account, we asked whether there is a direct link to the targets of interest. Therefore, we knocked down *ATF4* (siATF4) in renal CAKI1 tumor cells and compared the expression of *SLC7A11*, *GCLM*, and *GLS* after 1 and 24 h of hLcn-2 stimulation to scRNA-treated cells (Figure 4D). *ATF4* knockdown efficiency was controlled by Western analysis (Supplemental Figure S4A) and ATF4 target gene expression (Supplemental Figure S4B). With respect to *SLC7A11*, *GCLM*, and *GLS* expression, only *SLC7A11* was controlled by ATF4 at 24 h, whereas both *GCLM* and *GLS* remained unaltered compared to scRNA-treated control cells (Figure 4D). Next, we explored whether ATF4 might be crucial for hLcn-2 to protect from ferroptosis. Therefore, we analyzed the viability of ATF4-knockdown cells after hLcn-2 pre-stimulation and a subsequent erastin challenge (Figure 4E). In cells lacking ATF4, hLcn-2 no longer protected from erastin-induced cell death, pointing towards a crucial role of the ISR pathway in mediating the protective effects of hLcn-2 against ferroptosis.

Considering that only *SLC7A11* was transcriptionally controlled by ATF4 as well as siATF4-treated cells lost the hLcn-2-induced protective phenotype, we aimed at clarifying protein levels of *SLC7A11*. *SLC7A11* showed enhanced protein expression after hLcn-2 stimulation at 1, 8, and 24 h of treatment (Figure 4F), whereas the other hLcn-2 target genes *GCLM* (Figure 4G) and *GLS* (Figure 4H) remained unaltered.

### 2.5. The ISR Pathway Is Crucial for hLcn-2 to Protect from Ferroptosis

In order to explore whether *SLC7A11* expression via the ISR pathway is crucial for hLcn-2 to protect renal tumor cells, we analyzed phosphorylation of eIF-2α in the presence or absence of the integrated stress response inhibitor (ISRIB) after 1 and 8 h of hLcn-2 stimulation (Figure 5A). eIF-2α phosphorylation in response to hLcn-2 was sensitive to ISRIB for all timepoints, whereas ISRIB alone only provoked minor effects. In line, ATF4 expression after hLcn-2 addition was significantly reduced upon co-stimulation of hLcn-2 and ISRIB at 1 and 8 h (Figure 5B). To find out if *SLC7A11* is a direct target of the ISR, we analyzed its protein expression in the presence of ISRIB. Indeed, *SLC7A11* protein expression was significantly reduced by ISRIB at 1 h as well as 8 h after hLcn-2 stimulation (Figure 5C). To prove that the ISR is crucial for hLcn-2 to protect from ferroptosis, we pre-stimulated CAKI1 cells with hLcn-2 in the presence of ISRIB and subsequently induced ferroptotic cell death by erastin. Inhibiting the ISR with ISRIB blocked protection towards ferroptosis seen with hLcn-2 (Figure 5D).

Conclusively, hLcn-2 promotes ROS formation and the subsequent degradation of Keap-1, thus allowing *Nrf2* to activate its target genes *SLC7A11*, *GCLM*, and *GLS*. hLcn-2 also fosters the ISR through eIF-2α phosphorylation and activation of its target ATF4 to control transcription of *SLC7A11*. Furthermore, we showed that only *SLC7A11* is translated and enhanced at protein level upon hLcn-2 stimulation.

### 2.6. Correlative Expression of hLcn-2 and SLC7A11 in Clear Cell RCC Patients

To further explore our findings in a clinically relevant setting, we analyzed the hLcn-2-dependent target genes *SLC7A11*, *GCLM*, and *GLS* at mRNA level in either tumor tissue or adjacent healthy tissue of 32 patients diagnosed with clear cell RCC (ccRCC). Clinical data of patients are given in Supplemental Figure S5A. We observed enhanced *SLC7A11* mRNA expression in tumor tissue compared to adjacent healthy tissue (Figure 6A), while mRNA of *GCLM* (Supplemental Figure S5B) and *GLS* (Supplemental Figure S5C) remained unaltered. *SLC7A11* expression significantly correlated with both pathological tumor (pT) stage and tumor grade (Figure 6B,C), showing a significant increase in low pT stages (pT1-pT2) as well as low tumor grades (G1–G2) with further enhancement in higher pT stages (pT3-pT4) as well as higher tumor grades (G3–G4) compared to healthy adjacent control tissue from the same patient. We also checked the amount of iron-loaded Lcn-2 in ccRCC tumor tissues compared to adjacent healthy tissues (Figure 6D). To this end, we immunoprecipitated Lcn-2 from patient-derived tissue and subsequently measured its iron-load by atomic absorption spectroscopy (AAS). There were significantly enhanced hLcn-2 levels in tumor compared to adjacent healthy tissues (Figure 6D). Furthermore, we found increased levels of hLcn-2 in low tumor pT stage (pT1–pT2) as well as low tumor grades (G1–G2) and noticed a further increase in higher pT stages (pT3–pT4) as well as higher tumor grades (G3–G4) (Figure 6E,F). In order to link the expression of *SLC7A11* to the presence of hLcn-2 in tumor tissue, we correlated *SLC7A11* mRNA expression to hLcn-2 levels and found a significant association between these two parameters (Figure 6G).

Our results suggest that iron-loaded Lcn-2 enhances the survival of renal tumor cells through ROS formation and the activation of the ISR pathway with a subsequent increased *SLC7A11* expression, which adds to attenuate ferroptotic cell death.

## 3. Discussion

Although the iron-load of Lcn-2 in defining its biological activity was described in a variety of studies [21,31,32], we now provide mechanistic details explaining its pro-tumor characteristics. We identified a cluster of genes of the glutathione biosynthesis as well as antioxidant pathway that are integral to hLcn-2-dependent signaling. We provide evidence that a coordinated response of ROS besides induction of the ISR/p-eIF2α/ATF4-axis fosters protection against erastin-induced ferroptosis.

Ferroptosis is an iron-dependent form of programmed cell death, which relies on ROS, that is triggered by a diverse set of physiological and pathophysiological conditions [11]. For cancer cells, it was speculated that ferroptosis adds to anti-tumoral mechanisms by induction of cell death in nutrient-deficient or stressed cells [25]. Although cancer cells suffer from continuous oxidative stress, and ROS are considered causative for the induction of ferroptosis, ferroptotic cell death is not commonly happening during tumor development. This inability to undergo ferroptotic death might be explained by the ability of cancer cells to cope with catalytic iron and to maintain a fine balance of labile iron, which fosters cell proliferation as well as metabolic adaptation, and thiols that neutralize toxic redox-active iron [33,34]. Since ferroptosis is linked to a dysregulated antioxidant system, reduced GSH and the transcription factor *Nrf2* play critical roles during ferroptosis execution [35,36]. Hence, depletion of GSH causes the generation of lipid ROS in the presence of iron [5]. In turn, many genes of the antioxidant cellular machinery are transcriptional targets of *Nrf2*, including the cystine-glutamate antiporter xCT (*SLC7A11*) and glutathione peroxidase (GPX) 4 [37].

*Nrf2* does not only target genes of the antioxidant pathway to limit ROS-induced stress, but also provides a link to cellular iron homeostasis by regulating a variety of iron-dependent genes, including the Tf-TfR system [38], *HO-1* [39], and the iron exporter ferroportin (FPN) [40]. Thereby, Nrf2 activation decreases the sensitivity of cancer cells to ferroptosis [41]. Along these lines, it was shown that *Nrf2* signaling enhances resistance of head and neck carcinoma cells to artesunate, whereas *Nrf2* inhibition allows for efficient ferroptosis-induction in resistant head and neck cancer [42]. In the present study, we found that iron-loaded Lcn-2 fosters activation of the *Nrf2* pathway, with concomitant induction of the *Nrf2* target genes *SLC7A11*, *GCLM*, and *GLS*, all of which are known to orchestrate the ferroptotic cell death response. It can be speculated that the Lcn-2-transported iron is delivered to cells, which, in turn activates *Nrf2* as one of the central oxidant/antioxidant sensors. However, iron delivered by the Tf-TfR system remained inefficient in activating *Nrf2* targets, although elevating intracellular iron as efficiently as hLcn-2. Moreover, protection from ferroptosis was seen with hLcn-2, but was not recapitulated by hTf or iron-free Lcn-2 (mutant or apo form). Therefore, we conclude that iron per se is not sufficient to trigger the *Nrf2*-dependent adaptive survival response that occurred after hLcn-2 stimulation.

We believe that hLcn-2 adopts a specific conformation in its iron-bound form that either activates specific signaling molecules or interacts with or binds to cellular proteins to modulate their activation. Supporting this hypothesis, Huang et al. recently showed that the biological activity of Lcn-2 depends on a unique conformational distortion mechanism towards a continuous unfolded-folded state of the Lcn-2 protein in its iron-bound form that triggers the accumulation of ROS as an underlying mechanism of its pathology [43]. As a consequence, we co-stimulated cells with hLcn-2 and NAC to prevent initial ROS-induction to underscore the impertinent role of early ROS-induction for the pro-tumor characteristics of hLcn-2. However, we found that erastin-induced ferroptosis could not be rescued by co-stimulation of hLcn-2 with NAC, implying additional stress-associated molecular mechanisms that are hLcn-2 responsive.

Ferroptosis-inducing ROS are detoxified by GSH. As an outstanding cellular antioxidant, most of its cytoprotective effects are attributed to redox homeostasis [44]. Unfortunately, the effect of cysteine limitation towards regulation of ferroptosis is still not fully understood. It might be speculated that cysteine availability adopts a more important role than simply being a critical substrate for GSH synthesis. Our RNAseq data showed enrichment of genes associated with the GO-term: regulation of cysteine metabolic process. In line, hLcn-2 induced expression of *SLC7A11*, a key component of the Xc-antiporter system that exchanges extracellular cystine for intracellular glutamate. Considering the importance of *SLC7A11* for sufficient cysteine supply and GSH biosynthesis, it is not surprising that inhibition of *SLC7A11* depleted GSH, thereby enhancing ferroptosis [45].

Moreover, cysteine deprivation activates the ISR [46], which causes phosphorylation of eIF2α to interfere with general protein synthesis. On the other side, ISR induces translation of selective mRNAs, including ATF4 [47]. One of the target genes of the transcription factor ATF4 is *SLC7A11*, which, in turn, fosters ISR protective effects [47]. ATF4 was described as a negative regulator of ferroptosis in glioma cells [48] and its forced expression in hepatoma cells induced protection from ferroptosis [49]. Our results confirmed that activation of the ISR with subsequent ATF4 induction was implied in promoting resistance of renal tumor cells against ferroptotic cell death. Furthermore, we applied ISRIB, an ISR inhibitor, to prove the pivotal role of the ISR for hLcn-2-mediated protection. Our data imply that *SLC7A11* is one of the targets that is selectively translated after global translation inhibition through phosphorylation of eIF-2α. Indeed, it was previously described that the ISR response, with concomitant activation of ATF4 and its targets were associated with poor prognosis and therapy resistance in cisplatin-resistant gastric cancer [50], temozolamide chemoresistance in human gliomas [51], as well as paclitaxel-resistant breast cancer [52]. Likely, ISR-mediated up-regulation of *SLC7A11* might be considered as molecular executer of malignancy and therapy resistance in response to hLcn-2. To corroborate this hypothesis, we observed a significant correlation between *SLC7A11* expression and the amount of iron-loaded Lcn-2 in tumor tissue of ccRCC patients. Still, we cannot exclude other stress-induced signaling pathways to be involved in Lcn-2-mediated protection against ferroptosis. Interestingly, the antioxidant activity of paraoxonases might adopt a pivotal role for the development of chemo- and radiation-therapy, especially in renal cancer. Paraoxinase 1 (PON1) was recently described to be involved in the development of sunitinib resistance in renal cancer [53,54]. Of note, it was already described that paraoxonases also prevent iron-ascorbate-induced ROS [55].

Moreover, Liu et al. found that the stress-responsive transcription factor nuclear protein 1 (NUPR1) transactivates Lcn-2 in pancreatic cancer cells, which, in turn, induces ferroptosis resistance in vitro and in vivo [56]. Therefore, the role of endogenous, cancer cell-expressed Lcn-2 might be detrimental for ferroptosis susceptibility. However, no details about the iron-load of cancer cell-expressed Lcn-2 are available at the moment. We hypothesize that cancer cells secrete Lcn-2 in its iron-free form, which might be rapidly taken up to diminish stress-induced cellular death. On the other hand, iron-loaded Lcn-2, which comes from other sources within the tumor microenvironment, adds to the protective effects by inducing antioxidant pathways. Along these lines, we recently showed that renal tubular cells secrete iron-free Lcn-2 upon sepsis-induced damage, whereby Lcn-2 serves as a marker of renal injury [57]. In contrast, iron-loaded Lcn-2 was mainly secreted by renal macrophages, serving as a marker for renal regeneration. Further studies that take the role of the Lcn-2 iron-load into account are urgently needed to better understand the diverse functions of Lcn-2.

Our study underscores the significance of the iron-load in defining the biological activity of Lcn-2. We provide evidence that iron-loaded Lcn-2 not only induces the ROS-*Nfr2* axis, but also fosters ISR-dependent expression of *SLC7A11* to attenuate erastin-induced ferroptosis in renal cancer.

## 4. Materials and Methods

### 4.1. Cell Culture

Human renal *CAKI1* and A498 as well as mammary *MCF*-7 tumor cells were cultured in Dulbecco’s modified Eagle medium (DMEM) with high glucose (Gibco, Dreieich, Germany), supplemented with 100 U/mL penicillin (Sigma-Aldrich, Taufkirchen, Germany), 100 µg/mL streptomycin (Sigma-Aldrich), and 10% fetal bovine serum (FBS; Capricorn Scientific, Ebersdorfergrund, Germany). Tumor cells were cultivated in a humidified atmosphere with 5% CO_2_ at 37 °C and passaged 3 times per week. 24 h prior to stimulation, cells were serum starved. Cells were routinely tested for mycoplasma.

Human renal tubular epithelial cells (TEC) as well as renal tumor tubular epithelial cells (TTEC) were isolated as previously described [58,59]. Briefly, tumor tissue was minced and digested with collagenase/dispase (1 mg/mL) for 45 min at 37 °C. Digested fragments were passed through a 106-µm mesh and incubated with collagenase (1 mg/mL), DNase (0.1 mg/mL) and MgCl_2_ (5 mmol/L). The cell pellet was washed with Hank’s buffered salt solution after Percoll density-gradient centrifugation. Cells were seeded on FCS-precoated plates and grown in M199 medium (Sigma-Aldrich) supplemented with penicillin (100 U/mL), streptomycin (100 mg/mL) and 10% FCS. TTEC medium was changed every 3 days, and cells were passaged when confluence was reached. Passages between 2 and 4 were used for experiments.

### 4.2. Treatments

Cells were stimulated with 5 µg/mL Lcn-2, either in its iron-free apo-form, the iron-loaded holo-form, or a no iron-binding mutant-form, for 24 h. As controls, we included the iron-transporting protein holo-transferrin (hTf, 5 µg/mL, Sigma-Aldrich) as well as iron (III) chloride (FeCl_3_; 25 µM, Sigma-Aldrich) and Lcn-2-binding pyrocatechol-FeCl_3_-complex (25 µM, Sigma-Aldrich,) to test target gene expression at mRNA level as well as intracellular iron levels by atomic absorption spectroscopy (AAS).

We used both erastin (1–10 µM as indicated in Supplemental Figure S2, Cayman Chemical, Hamburg, Germany) to induce ferroptosis in *CAKI1* cells. We applied ferrostatin-1 (fer-1; 5 µM, Cayman Chemical, Hamburg, Germany), as well as the pan caspase inhibitor z-vad-fmk (carbobenzoxy-valyl-alanyl-aspartyl-[O-methyl]-fluoromethylketone; 10 µM, Cayman Chemical, Hamburg, Germany) as controls as shown in Supplemental Figure S2.

To test the effect of Lcn-2 in preventing ferroptotic cell death, we pre-stimulated *CAKI1* cells with 5 µg/mL Lcn-2 for 24 h and added 10 µM erastin for additional 24 to 72 h for measurements of vitality applying CellTiter Blue and survival by xCELLigence. As controls, we applied DMSO. To control the effect of ROS-induction regarding the cytoprotective effects of hLcn-2 against ferroptosis, we used hydrogen peroxide (H_2_O_2_; 500 µM, AppliChem GmbH, Darmstadt, Germany) or *N*-acetyl-l-cysteine (NAC; 10 mM, Thermo Fisher Scientific, Dreieich, Germany). For the analysis of the implication of the integrated stress response, we applied the inhibitor of integrated stress response (ISRIB; 1 µM, Sigma-Aldrich).

### 4.3. RNA Extraction and Quantitative Real-Time PCR (qRT-PCR)

RNA isolation, cDNA synthesis, and qPCR were performed as previously described [21]. Briefly, the RNeasy Micro Kit (Qiagen, Hilden, Germany) was used for the isolation of RNA. Transcription into cDNA was done with the Sensiscript RT kit (Qiagen). 18S mRNA expression was chosen as an internal housekeeping gene control. Primers were acquired from Biorad (LCN-2, qHsaCED0045408) or from Biomers (Ulm, Germany):

18S rRNA: 5′→3′ GTA ACC CGT TGA ACC CCA, 3′→5′ CCA TCC AAT CGG TAG TAG CG; *SLC7A11* (solute carrier family 7 member 11): 5′→3′ CCT CTA TTC GGA CCC ATT TAG T, 3′→5′ CTG GGT TTC TTG TCC CAT ATA A; *GCLM* (glutamate-cysteine ligase modifier subunit): 5′→3′ GCT GTA TCA GTG GGC ACA G, 3′→5′ CGC TTG AAT GTC AGG AAT GC; *GLS* (glutaminase): 5′→3′ TTC CAG AAG GCA CAG ACA TGG TTG, 3′→5′ GCC AGT GTC GCA GCC ATC AC; ATF4 (activating transcription factor 4): 5′→3′ GTT GCC AAA CAT CCC C, 3′→5′ CGA GGC CTT CAA GGA GG; CHOP (C/EBP homologous protein): 5′→3′ TGG AAG CCT GGA GGA C, 3′→5′ AGG TGC TTG TTC TGC T.

### 4.4. RNA Sequencing

*CAKI1* cells were stimulated with 5 µg/mL holo-Lcn-2 for 24 h. Afterwards, RNA was extracted using the RNeasy Midi Kit (Qiagen). RNA quality was evaluated using an Agilent 2100 Bioanalyzer applying a RNA 6000 Nano Chip (Agilent Technologies, Santa Clara, CA, USA), followed by quantification with a Qubit HS RNA Assay Kit (Thermo Fisher Scientific, Dreieich, Germany). For library preparation, 500 pg of RNA was applied using the QuantSeq 3′ mRNA-Seq Library Prep Kit with the UMI Second Strand Synthesis Module for QuantSeq (Lexogen GmbH, Vienna, Austria). Qubit ds DNA HS Assay Kit (Thermo Fisher Scientific) and Agilent DNA High Sensitivity DNA Chip (Agilent Technologies, Santa Clara, CA, USA) were used to evaluate quantity and quality of the complementary DNA (cDNA) libraries, respectively. Libraries were sequenced (single-end, 75 cycles) using a High Output Kit v2 on a NextSeq 500 sequencer (Illumina, San Diego, CA, USA). Processed reads were aligned to the GRCh38 reference genome build [60] with STAR [61], counted using HTSeq [62], and the differential gene expression analysis was done with edgeR [63] in R 3.4.4 (https://www.r-project.org/ accessed on 14 December 2018), according to the edgeR manual. Annotated DEG were visualized in a heatmap using Morpheus (https://software.broadinstitute.org/morpheus accessed on 5 April 2020). Enriched GO-terms were determined using GOrilla (http://cbl-gorilla.cs.technion.ac.il/ accessed on 13 April 2020). Details of the bioinformatics analyses are provided in the Suppl. Methods. Sequencing data were deposited and made available under the GEO accession number GSE171939.

### 4.5. Western Blot Analysis

Western blot analysis was performed as previously described [64]. Briefly, cells were resuspended in lysis buffer containing 6.65 M urea, 10% glycerol, 1% SDS, and 10 mM Tris-HCl (pH 7.4). The protein content was determined by the Lowry method according to manufacturer’s instructions (Bio-Rad, Munich, Germany) after sonification and centrifugation (15,000× *g*, 5 min). 100 μg protein was boiled in loading buffer, supplemented with 20% glycerol and bromophenolblue, loaded on a SDS gel, and blotted using Immobilion-FL polyvinylidene difluoride (PVDF) membranes (Merck Milli-pore, Schwalbach, Germany). The membranes were blocked with TBST containing 5% milk powder or 5% bovine serum albumin (BSA) and analyzed using a specific antibody against *SLC7A11* (Abcam, Cambridge, UK), *GCLM* (Abcam), *GLS* (Abcam; recognizes endogenous levels of both the 73 kDa KGA and the 65 kDa GAC isoforms), Keap1 (Cell Signaling Technology, MA, USA), p-eIF2α (Cell Signaling Technology), eIF2α (Cell Signaling Technology), GPX4 (Cell Signaling Technology, according to the manufacturer two bands are detected), and ATF4 (Cell Signaling Technology). An antibody against nucleolin (SantaCruz, Heidelberg, Germany) was used as loading control. For densitometrical quantification, the fluorescence intensity was normalized to nucleolin and is given relative to unstimulated controls. All bands were visualized using the Odyssey infrared imaging system (Li-COR Biosciences GmbH, Bad Homburg, Germany).

### 4.6. Viability Assay

Viability was measured with CellTiter Blue (Promega, Walldorf, Germany) following the manufacturer’s instructions (Promega Corporation, Madison, WI, USA). Fluorescence was measured on an Infinite 200 pro plate reader (Tecan, Männedorf, Switzerland).

### 4.7. Glutathione Measurement

Glutathione was measured applying the Glutathione Colorimetric Detection Kit following the manufacturer’s instructions (Thermo Fisher Scientific).

Additionally, reduced glutathione was determined by HPLC analysis after derivatization using Ellman’s reagent (5,5′-dithiobis-(2-nitrobenzoic acid), DTNB), as previously described [65,66]. The method is based on the reaction of the thiol with DTNB to form a mixed disulfide nitro-5-thiobenzoic acid (NTB). Briefly, *CAKI1* cells were stimulated with 5 µg/mL hLcn-2 for 4, 8, and 24h. For detection of intracellular GSH, cells were lysed in 30% (*v*/*v*) acetonitrile/water containing 1 mM DTNB for 20 min and stored at −80 °C until measurement. A total of 50 µL of these samples were subjected to HPLC (high performance liquid chromatography) analysis. Quantification was performed using standards from incubations of DTNB (2 mM) with GSH (10 or 100 µM).

### 4.8. Small Interfering RNA (siRNA) Transfection

To knockdown either *Nrf2* (L-003755-00-0005, Horizon Discovery, Waterbeach, UK) or ATF4 (L-005125-00-0005, Horizon Discovery) in *CAKI1* cells, we used specific siRNA clones and the hyperfect transfection reagent (Qiagen) following the manufacturer’s instructions. A non-targeting, scrambled siRNA (sictrl; D-001810-10-20, Horizon Discovery, Waterbeach, UK) was applied as control.

### 4.9. Atomic Absorption Spectrometry (AAS)

Iron measurements were performed as previously described [57]. Cells were harvested in lysis buffer (62.5 mM Tris-HCl pH 6.8, 50% glycerol, 2% SDS). The iron amount was quantified relative to the total protein content.

### 4.10. ROS Measurements

A LSRII/Fortessa flow cytometer (BD, Heidelberg, Germany) was used to quantify ROS production. The fluorescent dye 2′,7′-dichlorodihydrofluoresceindiacetate (H2DCF-DA; 10µM, Molecular Probes, Eugene, OR, USA) was used. Samples were expressed as mean fluorescence intensity (MFI) and fluorescence minus one (FMO) controls were used.

### 4.11. Generation of Recombinant Lcn-2 and Complex Formation

Generation of recombinant Lcn-2 and complex formation were performed as previously described [31]. Transformation of *E. coli* (New England Biolabs, Frankfurt am Main, Germany) with either a pGEX-4T3-Lcn-2 or the pGEX-4T3_LCN-2_mutant plasmid, both containing an insert for human Lcn-2 tagged with glutathione-S-transferase (GST) for purification, was performed in order to produce recombinant human Lcn-2. Initiation of Lcn-2 expression in bacterial cultures was achieved by supplementing isopropyl-β-D-thiogalactopyranosid (IPTG, Sigma-Aldrich). For purification of Lcn-2 Pierce Glutathione Agarose (Thermo Fisher) was used. To eliminate bacterial endotoxins Detoxi-Gel Endotoxin Removing Resin (Thermo Fisher) was utilized.

The Lcn-2 mutant (mLcn-2) with no iron-binding capacity was generated as described before [31]. Briefly, point mutations were inserted into pGEX-4T3_Lcn-2 plasmids. The mutated plasmids were used for transformation of *E. coli* (New England Biolabs, Frankfurt, Germany) to produce recombinant human mLcn-2.

Complex formation of Lcn-2 and iron-catechol was monitored by UV-vis-spectrometry in the range of 300 to 800 nm. The iron-free (apo-) protein spectrum was obtained from a 6.25 µM Lcn-2 solution. For the generation of iron-loaded (holo-) Lcn-2 and mLcn-2, the protein solution was mixed with an aliquot of 5 mM iron-catechol (3:1 mol:mol) solution, resulting in equimolar concentration of Lcn-2 and iron-catechol.

### 4.12. Lcn-2 Immunoprecipitation (IP)

Immunoprecipitation was performed according to the protocol previously described by Rehwald et al. [31]. Briefly, human tumor tissue samples were snap frozen, homogenized, and sonicated. After centrifugation, the supernatant was immunoprecipitated by applying an Lcn-2 specific antibody (R&D systems, Wiesbaden, Germany) and bound to magnetic beads (Thermo Fisher). After elution, the iron amount was analyzed by AAS.

### 4.13. Survival Assays

Survival assays were performed using the xCELLigence RTCA DP instrument (OLS, Bremen, Germany) as previously described [27]. Survival was recorded continuously for 3 days and the relative slope was calculated over time. Data were acquired as a measure for time-dependent impedance changes. RTCA Software 1.2 (OLS) was used for acquisition and analysis.

### 4.14. Ethics

Studies were conducted according to the ethical standards of the Declaration of Helsinki as well as national and international guidelines. The local Ethics Committee of the Goethe—University Hospital Frankfurt am Main (file number 04/09 UGO 03/10) and Philipps—University Hospital Marburg (file number 122/14) approved both study protocol and consent documents. All consent documents were filed in a centralized manner by the university cancer center (UCT) Frankfurt.

### 4.15. Participants

Whenever possible, tumor and corresponding adjacent healthy tissues were obtained from patients with histopathological diagnosis of renal cancer (see Supplemental Figure S5A). Via imaging by CT and/or MRI preoperative staging was accomplished for all patients. Surgery was performed before receiving other therapy. All tumor and adjacent healthy renal tissues were collected between 2016 and 2019 immediately after nephrectomy. So far, no follow-up data were available. Samples were aliquoted and either immediately processed for single cell suspensions, fixed in 4% paraformaldehyde (PFA) for immunohistological analysis, or stored at −80 °C until further processing. For pathological examination, the current UICC TNM classification of malignant tumors was applied.

### 4.16. Statistical Analysis

Prism software (GraphPad Inc., San Diego, CA, USA, version 8.2.1) was used to perform statistical analysis. Statistically significant differences were calculated applying either Mann-Whitney test for two sample comparison or Kruskal–Wallis tests followed by Dunn’s correction for multiple comparisons. Data are expressed as means ± SEM or violin plots, indicating the median and quartiles with whiskers reaching up to 1.5 times the interquartile range. *p* values were considered significant at * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

## Figures and Tables

**Figure 1:**
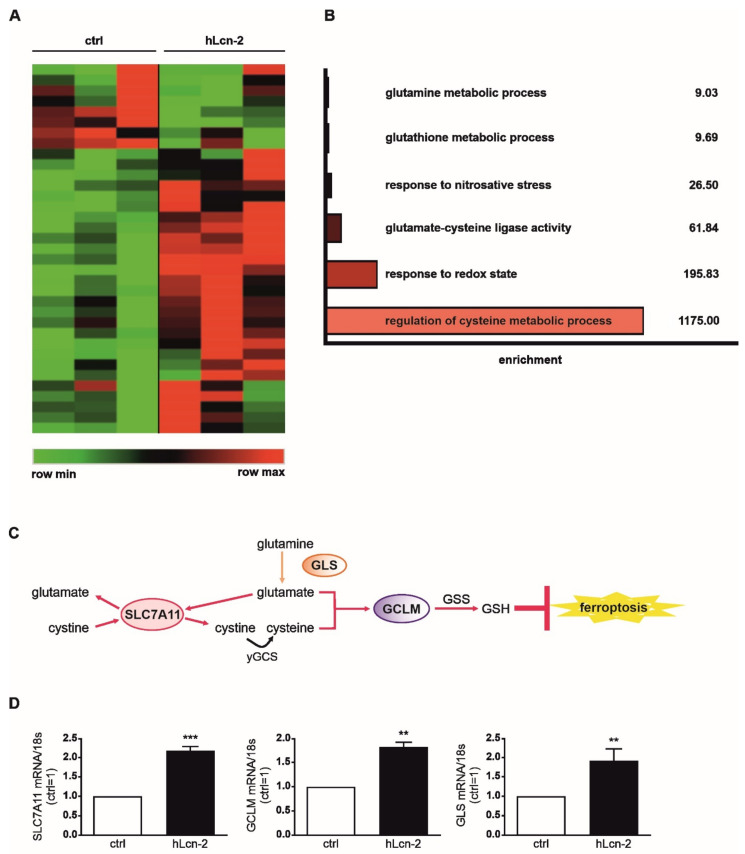
RNAseq analysis reveals a hLcn-2-induced cluster of genes involved in the regulation of ferroptosis. If not stated otherwise Lcn-2 treatments were with 5 µg/mL for 24 h in all experiments. (**A**) Heatmap of differentially expressed genes between iron-loaded, holo-Lcn-2 (hLcn-2) stimulated renal CAKI1 tumor cells and unstimulated control (ctrl) cells (*n* = 3). (**B**) GO-term analysis and graph of enriched GO-terms. Enrichment is defined as: (b/n)/(B/N) (N = total number of genes, B = total number of genes associated with a specific GO-term, *n* = number of genes in the top of the target set, b = number of genes in the intersection). (**C**) Schematic representation of the glutathione pathway with highlighted target genes *SLC7A11*, *GCLM*, and *GLS* in bold. (**D**) mRNA expression of *SLC7A11*, *GCLM*, and *GLS* in hLcn-2-stimulated cells in comparison to untreated cells normalized to the housekeeping gene *18S* (*n* = 4). Graphs are displayed as means ± SEM with ** *p* < 0.01, *** *p* < 0.001.

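In the 8 deposited samples of the RNAseq experiment, 9 of the 37 genes analysed from the table of Supplemental Figure S1A changed in the table's direction without overlap between the normalized counts of the 4 controls and those of the 4 hLcn-2 samples. RHOU had no overlap either, but changed in the direction opposite to the table's. Among all genes tested, 293 (1.88%) had no overlap. Within the same-numbered pairs, 32 of these genes changed in the table's direction in each of the 4 pairs, of which 26 were higher and 6 lower in hLcn-2-treated cells. Of the other 5 genes, 3 changed in the opposite direction in all 4 pairs. Because the table was drawn from these data, the counts describe its genes and do not test them.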

**Figure 2:**
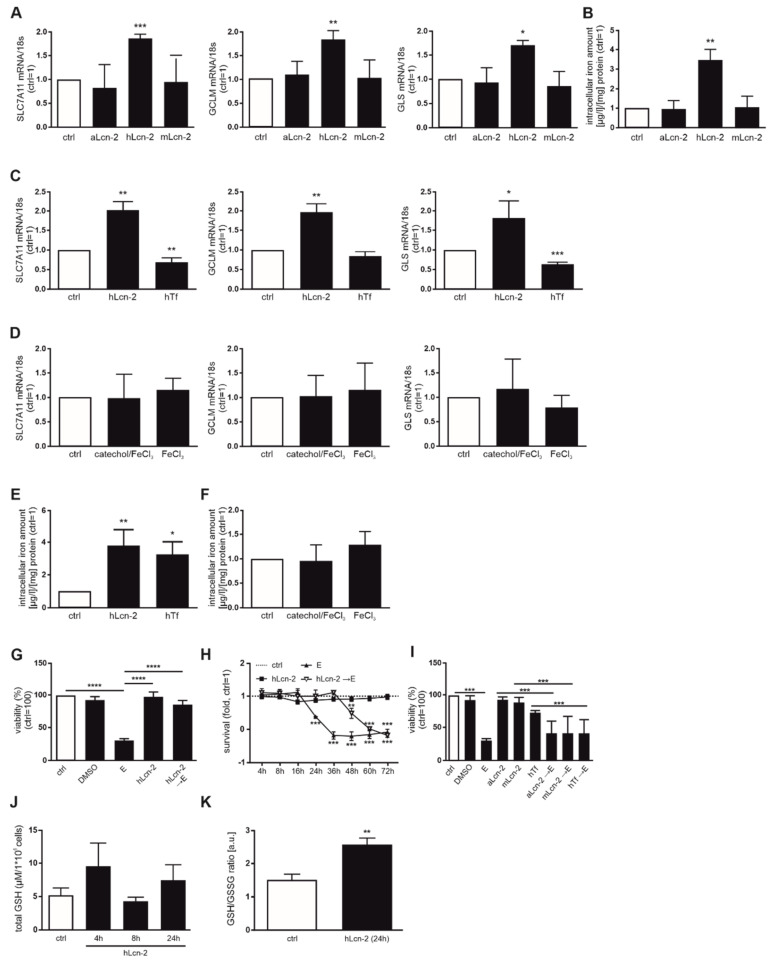
hLcn-2 delays erastin-induced ferroptosis. (**A**) mRNA expression of *SLC7A11*, *GCLM*, and *GLS* after stimulation with iron-free apo-Lcn-2 (aLcn-2), holo-Lcn-2 (hLcn-2), or the no iron-binding mutant Lcn-2 (mLcn-2) (*n* = 4). (**B**) Measurement of intracellular iron amount by AAS analysis after Lcn-2 stimulation (*n* = 4). (**C**,**D**) *SLC7A11*, *GCLM*, and *GLS* mRNA expression after (**C**) holo-Lcn-2 (hLcn-2) compared to holo-Transferrin (hTf) (*n* = 4), or (**D**) iron-loaded catechol (catechol/FeCl_3_) and FeCl_3_. mRNA expression was normalized to housekeeping gene *18S* expression (*n* = 4). (**E**,**F**) AAS measurements of CAKI1 cells stimulated with (**E**) hLcn-2 compared to hTf (*n* = 4) or (**F**) iron-loaded catechol (catechol/FeCl_3_) compared to FeCl_3_ alone (*n* = 4). (**G**,**H**) CAKI1 cells were pre-stimulated with hLcn-2 for 24 h, washed and incubated with erastin (10 µM) for additional 24 h. (**G**) Cell viability measured with CellTiter Blue assay and normalized to the unstimulated control. DMSO served as solvent control (*n* = 4). (**H**) Survival assay accomplished with xCELLigence RTCA real-time measurement. A DMSO-stimulated control served for normalization (*n* = 3). (**I**) Cell viability measured with CellTiter Blue assay and normalized to the unstimulated control. DMSO served as solvent control. CAKI1 cells were pre-stimulated with either aLcn-2, mLcn-2, or hTf for 24 h, washed and incubated with erastin for additional 24 h (*n* = 4). (**J**) Measurement of total GSH by HPLC (*n* = 4) as well as (**K**) the ratio of GSH to GSSG by a colorimetric assay in CAKI1 cells after stimulation with hLcn-2 for indicated timepoints (*n* = 4). Graphs are displayed as means ± SEM with * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

**Figure 3:**
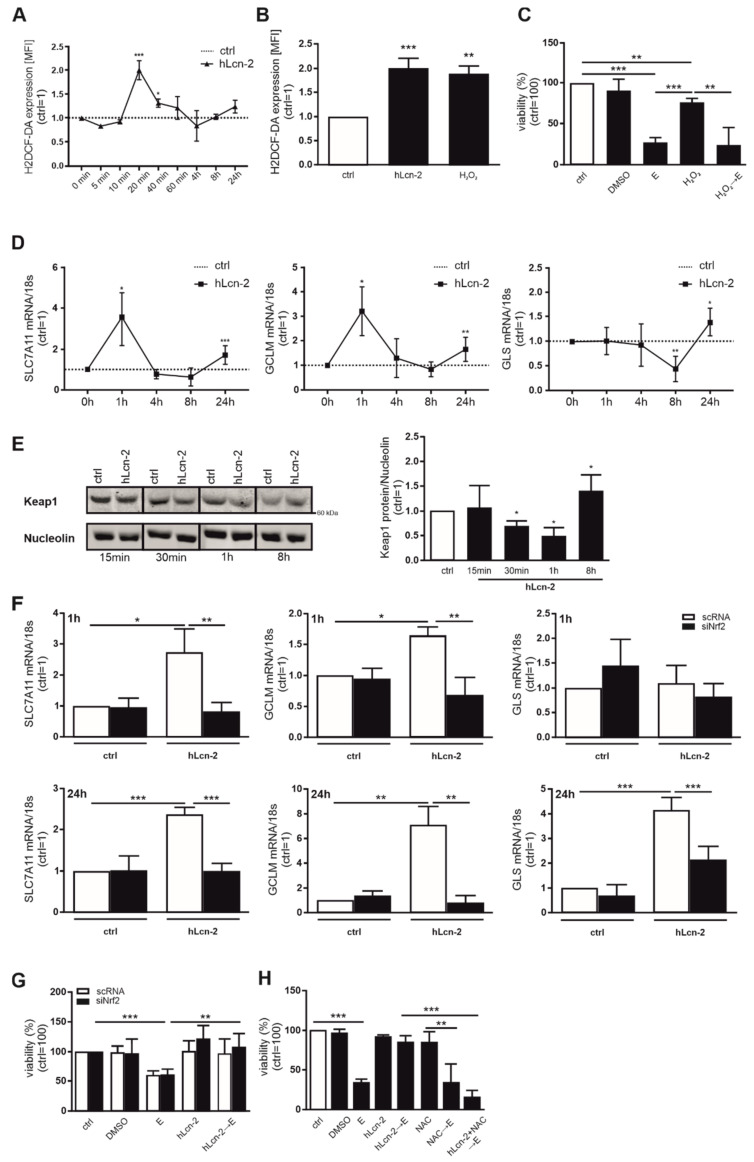
hLcn-2 fosters Keap1/*Nrf2* pathway by inducing ROS. (**A**,**B**) CAKI1 cells were stimulated with 5 µg/mL hLcn-2 for the times indicated. H2DCF-DA was applied to measure the appearance of ROS. Results were analyzed as mean fluorescence intensity (MFI) by flow cytometry and are expressed normalized to the untreated control for each time point, showing (**A**) ROS induction from 5 min to 24 h after hLcn-2 stimulation (*n* = 4) and (**B**) similar amounts of ROS following hLcn-2 stimulation or H_2_O_2_ addition for 20 min (*n* = 4). (**C**) Cell viability measured with CellTiter Blue assay, normalized to unstimulated controls. DMSO served as solvent control. CAKI1 cells were pre-stimulated with H_2_O_2_ (500 µM) for 24 h, washed and incubated with erastin (10 µM) for additional 24 h (*n* = 4). (**D**) mRNA expression of *SLC7A11*, *GCLM*, and *GLS* after hLcn-2 (5 µg/mL) for the indicated time points. mRNA expression was normalized to housekeeping gene *18S* expression (*n* = 4). (**E**) Western analysis of Keap1 protein degradation after the stimulation with 5 µg/mL hLcn-2 for the indicated time points. Nucleolin was analyzed as loading control. A representative picture from 4 independent experiments is given along with the densitometrical analysis (*n* = 4). (**F**,**G**) CAKI1 cells were treated with either a siRNA against *Nrf2* (siNrf2) or a scrambled control RNA (scRNA) before (**F**) stimulating the cells with 5 µg/mL hLcn-2 for 1 h (upper panels) or 24 h (lower panels) (*n* = 4). mRNA expression of *SLC7A11*, *GCLM*, and *GLS* was analyzed relative to the housekeeping gene *18S* expression and results are represented normalized to scRNA-treated control cells (*n* = 4). (**G**) Cell viability measured with CellTiter Blue assay, normalized against the unstimulated control. DMSO served as solvent control. scRNA- or siNrf2-CAKI1 cells were pre-stimulated with 5 µg/mL hLcn-2 for 24 h, washed, and incubated with erastin (10 µM) for additional 24 h (*n* = 4). (**H**) Cell viability assay normalized to the unstimulated control. DMSO served as solvent control. CAKI1 cells were co-stimulated with 5 µg/mL hLcn-2 and *N*-acetyl-l-cysteine (NAC; 10 mM) for 24 h, washed, and incubated with erastin (10 µM) for additional 24 h (*n* = 4). Graphs are displayed as means ± SEM with * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 4:**
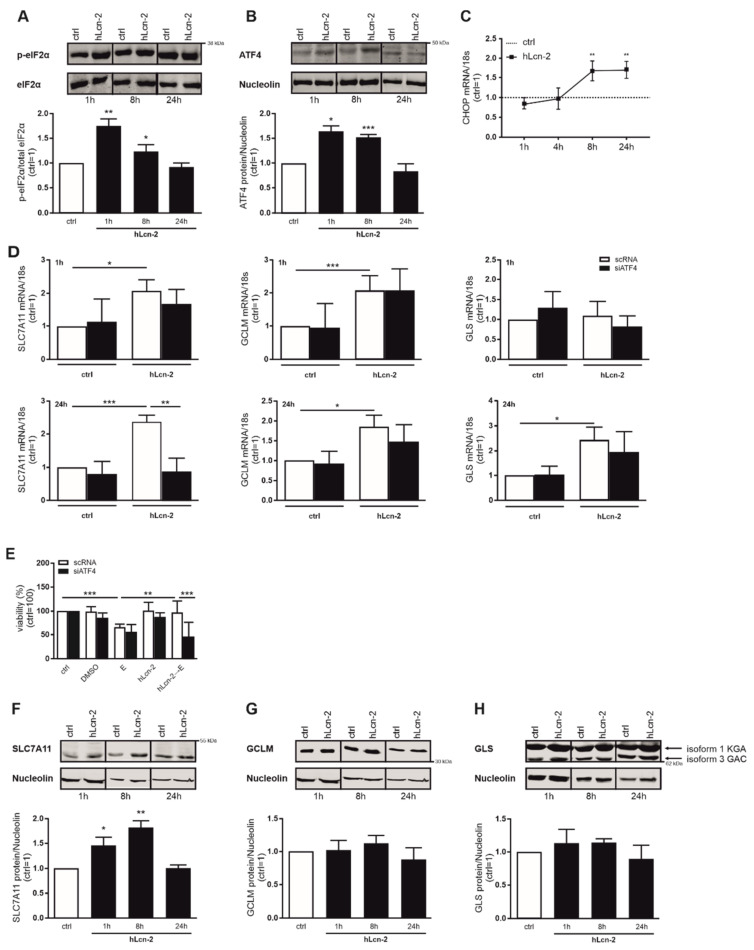
hLcn-2 induces the phosphorylation of eIF2α with subsequent activation of ATF4 and *SLC7A11*. (**A**,**B**) Western analysis of (**A**) p-eIF2α (*n* = 3) and (**B**) ATF4 protein expression after the stimulation with 5 µg/mL hLcn-2 for the indicated time points. Either total eIF2α or nucleolin was analyzed as a loading control. A representative picture (upper panel) from 4 independent experiments is given along with the densitometrical analysis (lower panel) (*n* = 3). (**C**) mRNA expression of *CHOP* after hLcn-2 (5 µg/mL) for the indicated time points. mRNA expression was normalized to housekeeping gene *18S* expression (*n* = 4). (**D**,**E**) CAKI1 cells were treated with either a siRNA to knockdown *ATF4* (siATF4) or a scrambled control RNA (scRNA) before stimulation with 5 µg/mL hLcn-2 for (**D**) 1 h (upper panel) or 24 h (lower panel). mRNA expression of *SLC7A11*, *GCLM*, and *GLS* was analyzed relative to the housekeeping gene *18S* expression and results are represented normalized to scRNA-treated control cells (*n* = 4). (**E**) Cell viability measured with CellTiter Blue assay, normalized to unstimulated controls. DMSO served as solvent control. scRNA- or siATF4-CAKI1 cells were pre-stimulated with 5 µg/mL hLcn-2 for 24 h, washed, and incubated with erastin (10 µM) for additional 24 h (*n* = 4). (**F**–**H**) Western analysis of (**F**) *SLC7A11* (*n* = 3), (**G**) *GCLM* (*n* = 3), and (**H**) *GLS* protein expression after the stimulation with 5 µg/mL hLcn-2 for the indicated time points. Nucleolin was analyzed as loading control. A representative picture (upper panels) from 4 independent experiments is given along with the densitometrical analysis (lower panels) (*n* = 3). Graphs are displayed as means ± SEM with * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 5:**
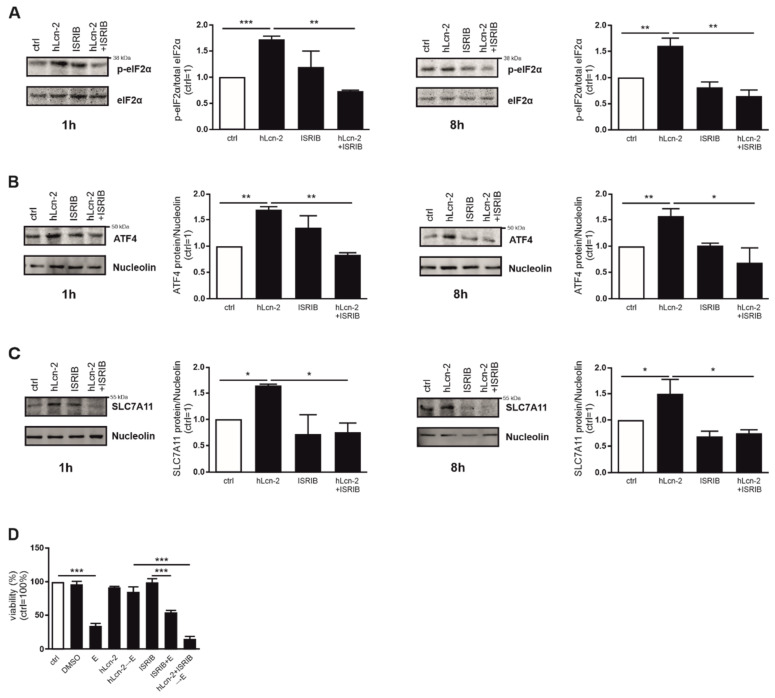
hLcn-2 delays ferroptosis through induction of the integrated stress response. (**A**–**C**) Western analysis of (**A**) p-eIF2α (*n* = 3), (**B**) ATF4 (*n* = 3), and (**C**) *SLC7A11* protein expression after the co-stimulation of hLcn-2 (5 µg/mL) and the inhibitor of the integrated stress response (ISRIB; 1 µM) for the indicated time points. Either total eIF2α or nucleolin was analyzed as loading control. A representative picture (left panels) from 4 independent experiments is given along with the densitometrical analysis (right panels) (*n* = 3). (**D**) Cell viability measured with CellTiter Blue assay, normalized against the unstimulated control. DMSO served as solvent control. Erastin (10 µM) was used to induce ferroptosis for 24 h. CAKI1 cells were co-stimulated with 5 µg/mL hLcn-2 and 1 µM ISRIB for 24 h, washed, and incubated with erastin (10 µM) for additional 24 h (*n* = 4). Graphs are displayed as means ± SEM with * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 6:**
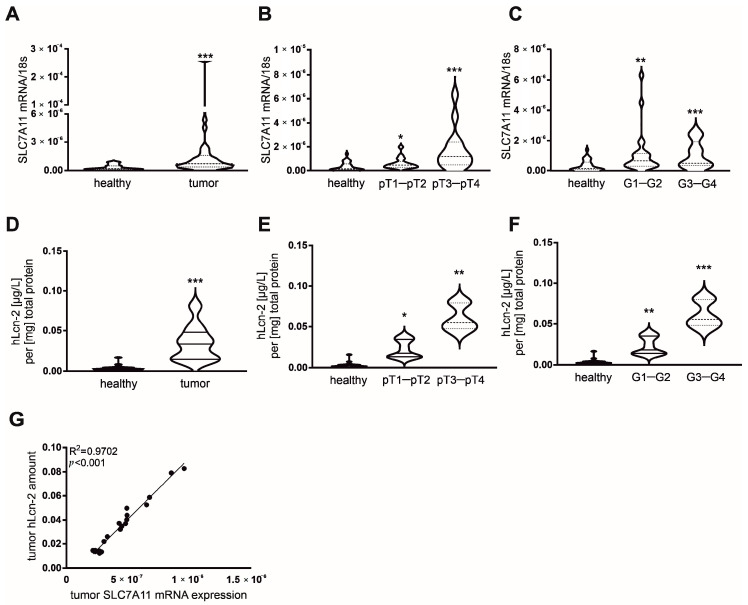
*SLC7A11* mRNA expression correlates with the amount of iron-loaded Lcn-2 in tumor tissue of ccRCC patients. (**A**) mRNA expression of *SLC7A11* in samples of tumor tissue of ccRCC patients (*n* = 32) compared to samples of adjacent healthy tissue of the same patients. (**B**,**C**) *SLC7A11* mRNA expression in healthy tissue, (**B**) G1–G2 (*n* = 23) and G3–G4 (*n* = 9) tumor grade and (**C**) pT1–pT2 (*n* = 18) and pT3–pT4 (*n* = 14) tumor stage. mRNA expression was normalized to housekeeping gene *18S* expression. (**D**) The amount of hLcn-2 was analyzed by AAS measurements in Lcn-2-immunoprecipitated samples of tumor tissue of ccRCC patients (*n* = 25) and compared to samples of adjacent healthy tissue of the same patients. (**E**,**F**) Lcn-2-bound iron in healthy tissue, (**E**) G1–G2 and G3–G4 tumor grade, and (**F**) pT1–pT2 and pT3–pT4 tumor stage (*n* = 25). (**G**) Correlation analysis between *SLC7A11* mRNA expression and the amount of AAS-detected hLcn-2 in tumor tissue of ccRCC patients (*n* = 25). Significance of the correlation was determined by Spearman’s test including all investigated groups. Graphs are displayed as (**A**–**F**) violin plots, indicating the median and quartiles with whiskers reaching up to 1.5 times the interquartile range and (**G**) simple linear regression of correlations, with * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

## Data Availability

Sequencing data were deposited and made available under the GEO accession number GSE171939.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/metabo11050329/s1, Figure S1: hLcn-2 induces *SLC7A11*, *GCLM*, and *GLS* in renal A498 and mammary MCF-7 breast cancer cells as well as comparison of primary human tubular epithelial cells (TEC) to primary renal tumor cells (TTEC), Figure S2: CAKI1 tumor cells are sensitive to erastin-induced cell death and GPX4 is induced after hLcn-2 stimulation, Figure S3: Nrf2 knockdown efficiency after hLcn-2 stimulation, Figure S4: ATF4 knockdown efficiency after hLcn-2 stimulation, Figure S5: *GCLM* and *GLS* mRNA expression in ccRCC patients, Extended supplemental methods: RNA sequencing.

# Supplementary material for: Iron-Bound Lipocalin-2 Protects Renal Cell Carcinoma from Ferroptosis
**Source:** Metabolites. 2021 May 19;11(5):329. doi: 10.3390/metabo11050329
**Supplement:** Supplementary file 1

---

*Supplementary Material*

# Iron-Bound Lipocalin-2 Protects Renal Cell Carcinoma from Ferroptosis

Julia K. Meier <sup>1</sup>, Matthias Schnetz <sup>1</sup>, Susanne Beck <sup>2</sup>, Tobias Schmid <sup>1</sup>, Monica Dominguez <sup>1</sup>, Sanela Kalinovic <sup>3</sup>, Andreas Daiber <sup>3</sup>, Bernhard Brüne <sup>1,4,5,6</sup>, Michaela Jung <sup>1\*</sup>

**A**

| Gene      | logFC | p-value  | FDR   |
|-----------|-------|----------|-------|
| RHOU      | -1.65 | 9.79E-06 | 0.023 |
| AUTS2     | -1.52 | 1.95E-06 | 0.010 |
| C1QBP     | -1.02 | 0.038001 | 0.038 |
| CAVIN2    | -0.85 | 6.23E-09 | 0.003 |
| TXNIP     | -0.58 | 1.91E-05 | 0.023 |
| RRM2      | -0.56 | 2.55E-05 | 0.011 |
| SNAPC1    | -0.53 | 3.31E-07 | 0.021 |
| ARHGAP29  | -0.49 | 9.85E-08 | 0.011 |
| LINCO1111 | -0.49 | 4.98E-06 | 0.011 |
| COPS9     | -0.44 | 2.93E-05 | 0.044 |
| GCLM      | 0.41  | 1.07E-05 | 0.011 |
| GLS       | 0.43  | 0.038001 | 0.038 |
| SLFN5     | 0.47  | 3.34E-05 | 0.039 |
| SERPINH1  | 0.47  | 1.03E-06 | 0.010 |
| FADS2     | 0.49  | 1.05E-07 | 0.003 |
| AFF1      | 0.51  | 1.94E-05 | 0.026 |
| PSAT1     | 0.51  | 2.08E-05 | 0.010 |
| DDX41     | 0.53  | 0.000167 | 0.026 |
| HES1      | 0.54  | 6.70E-06 | 0.010 |
| SNX18     | 0.55  | 1.99E-05 | 0.021 |
| GPT2      | 0.56  | 7.44E-06 | 0.004 |
| MRE11     | 0.58  | 0.038755 | 0.039 |
| SCD       | 0.58  | 1.65E-05 | 0.017 |
| CEBPB     | 0.58  | 7.53E-05 | 0.044 |
| SCARNA22  | 0.59  | 5.84E-05 | 0.008 |
| TSEN15    | 0.61  | 4.38E-07 | 0.023 |
| SES2      | 0.62  | 2.30E-06 | 0.003 |
| SHMT2     | 0.65  | 3.70E-11 | 0.000 |
| FMC1      | 0.68  | 4.70E-07 | 0.021 |
| VASN      | 0.68  | 8.34E-07 | 0.011 |
| SNTB1     | 0.68  | 6.25E-06 | 0.013 |
| CHAC1     | 0.69  | 3.13E-06 | 0.027 |
| MTHFD2    | 0.70  | 2.21E-05 | 0.021 |
| SLC7A11   | 0.73  | 2.63E-08 | 0.008 |
| DNMT3A    | 0.77  | 0.000304 | 0.027 |
| CTHRC1    | 0.88  | 7.29E-11 | 0.003 |
| INHBE     | 1.04  | 3.16E-06 | 0.010 |
| IL21R     | 1.07  | 9.18E-08 | 0.023 |

**B**

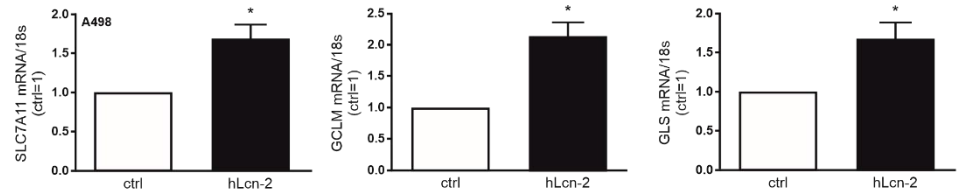

**C**

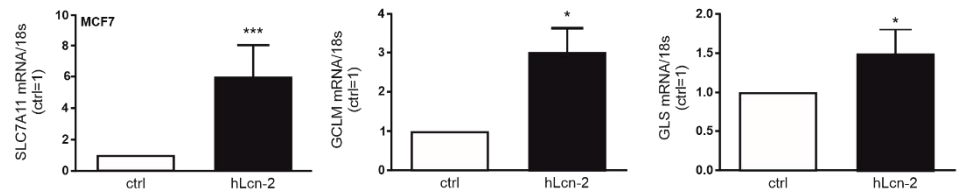

**D**

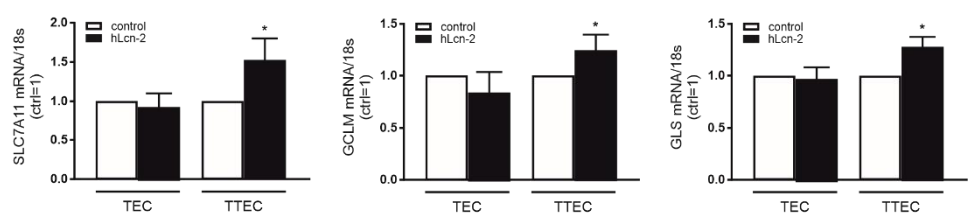

**Figure S1.** hLcn-2 induces *SLC7A11*, *GCLM*, and *GLS* is only induced in tumor cells. (A) Table of all differentially expressed genes after hLcn-2 stimulation showing log2 fold change (logFC) and respective p-value as well as the Benjamini-Hochberg adjusted p-value (FDR). (B–C) mRNA expression of *SLC7A11* (left), *GCLM* (middle), and *GLS* (right) after 24 h of hLcn-2 (5 µg/mL) in (B) renal

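The table in Supplemental Figure S1A gives, for each gene, the log2 of the ratio between hLcn-2-treated and control cells, a p-value, and a value that the legend describes as the adjusted p-value. The adjusted values do not follow the order of the printed p-values. COPS9 has a p-value of 2.9e-05 and an adjusted one of 0.044, against 1.7e-04 and 0.026 for DDX41. Among the genes analysed, both values are equal after rounding for C1QBP and MRE11. Of the table's 38 genes, 37 were analysed here, and all of these passed the expression filter. In the paper's table, 27 of them are higher and 10 lower after hLcn-2. The re-derived log2 fold change had the table's sign for 32 genes, with a median absolute difference from the paper's values of 0.014. Among these, DNMT3A differed most, by 0.14, less than its standard error of 0.37. With each replicate number left out of both groups in turn, the median absolute difference in limma was between 0.037 and 0.070. These values argue against a table made from 3 same-numbered pairs. The sign was the opposite one for RHOU, AUTS2, C1QBP, TXNIP and MRE11. RHOU had 3.59 ± 0.586 (SD, n = 4) normalized counts (CPM) in controls and 5.81 ± 0.769 (SD, n = 4) after hLcn-2. MRE11 had 44.1 ± 9.99 (SD, n = 4) and 36.6 ± 7.92 (SD, n = 4). C1QBP shares exons with DHX33 and overlaps RPAIN on the opposite strand. TXNIP had 273 ± 136 (SD, n = 4) in controls and 406 ± 215 (SD, n = 4) after hLcn-2, and was higher in 4 of 4 pairs (adjusted p = 1.00 in limma without the replicate block and 0.0420 with it). Limma without the block called 0 of the genes analysed from the table, with 26 at an unadjusted p-value of 0.05 or less. With the block it called 25, adjusted over all genes tested (mean correlation of same-numbered samples 0.50). Adjusted over these genes alone, it called 24 and 35, but because the table was drawn from these data, those counts do not show how stable it is. The quasi-likelihood test of edgeR with the replicate block called 33 of these genes, 32 of them in the table's direction.

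**Figure D2:**
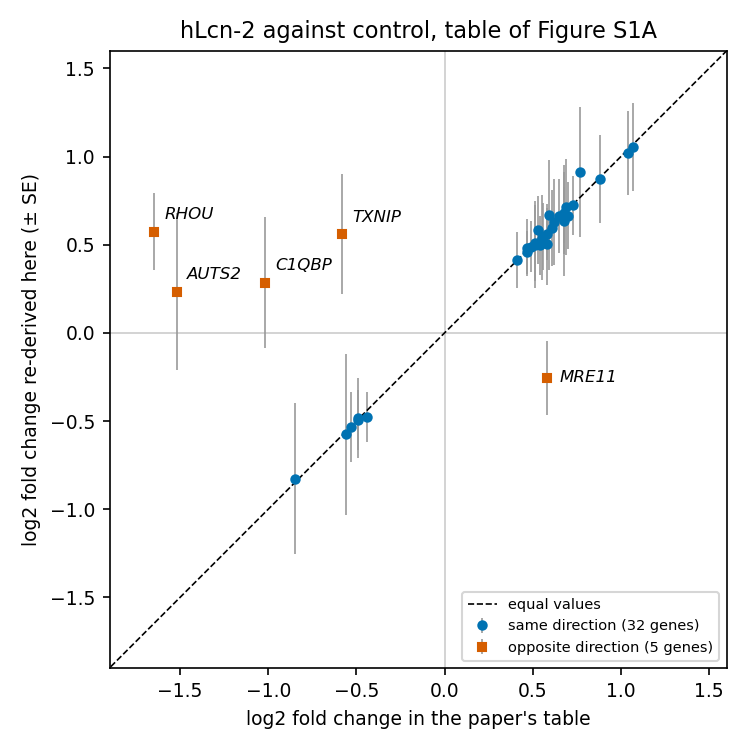
Log2 fold changes of the 37 genes analysed as printed in the paper's table (horizontal axis) and as re-derived from the deposited normalized counts of 4 control and 4 hLcn-2 samples (vertical axis). Vertical bars are standard errors from limma without the replicate block, and the dashed line marks equal values. The 32 genes with the same sign lie along the line, and the 5 genes with the opposite sign, which are named, lie away from it.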

A498 tumor cells ( $n = 4$ ) and (C) mammary MCF-7 cancer cells ( $n = 4$ ). (D) Comparison of primary human tubular epithelia cells (TEC) to primary renal tumor cells (TTEC). mRNA expression was normalized to housekeeping gene 18S expression. Graphs are displayed as means  $\pm$  SEM with  $*p < 0.05$ ,  $***p < 0.001$ .

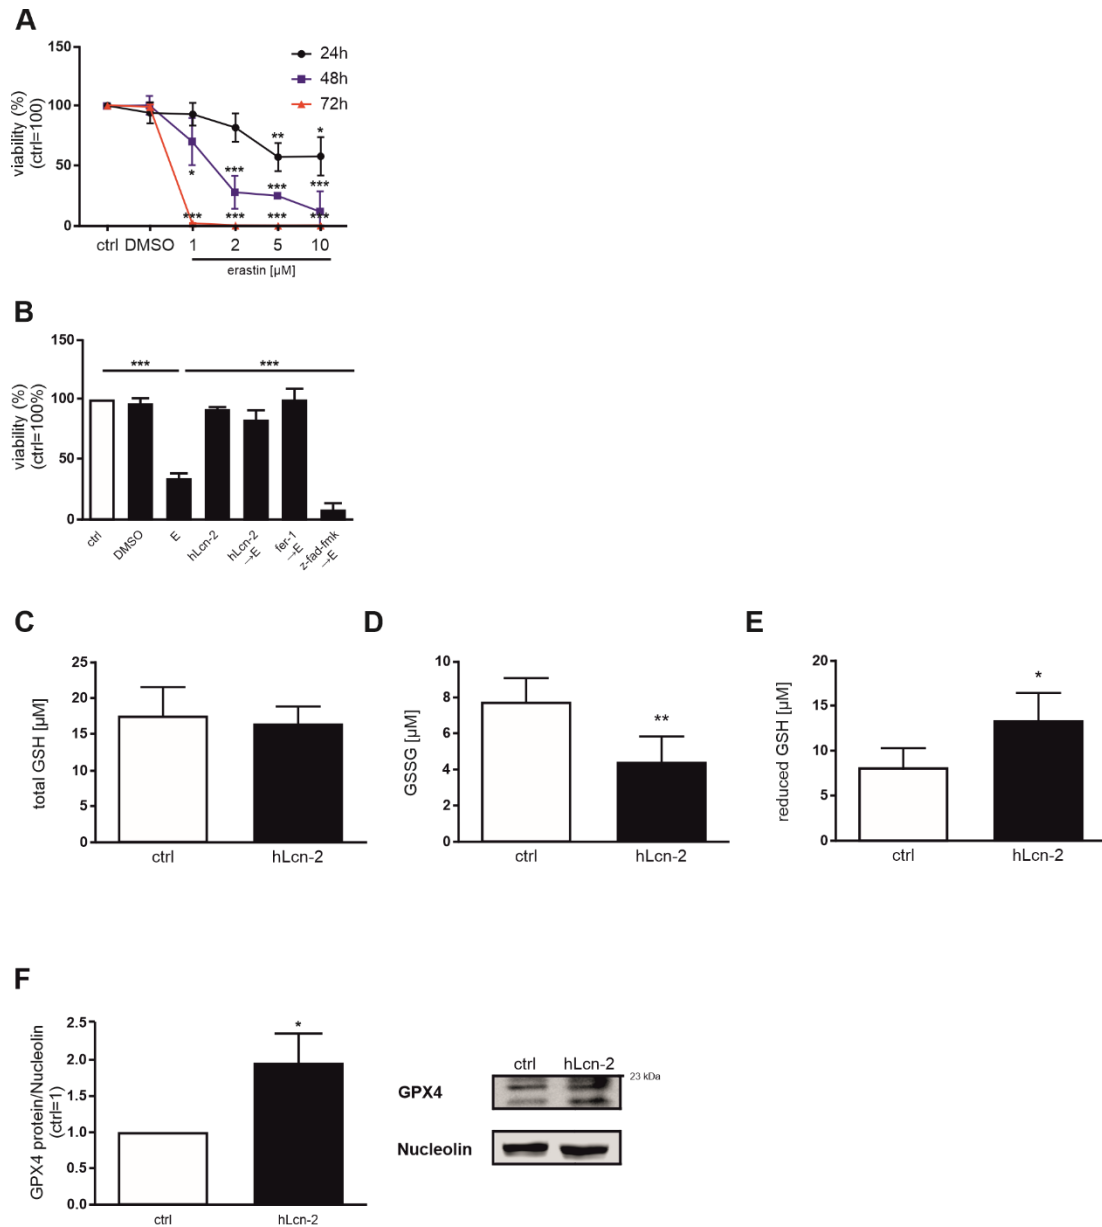

**Figure S2.** *CAKI1* tumor cells are sensitive to erastin-induced cell death. (A–B) Cell viability measured with CellTiter Blue assay and normalized to the unstimulated control. DMSO served as solvent control. (A) Erastin (1, 2, 5, or 10  $\mu$ M) was used to induce ferroptosis for 24 h, 48 h, and 72 h ( $n = 4$ ). (B) *CAKI1* cells were pre-stimulated with either 5  $\mu$ g/mL hLcn-2, 5  $\mu$ M ferrostatin-1 (fer-1), or 10  $\mu$ M z-vad-fmk for 24 h, washed and incubated with erastin (10  $\mu$ M) for additional 24 h ( $n = 4$ ). (C–E) Analysis of (C) total GSH ( $n = 4$ ), (D) GSSG ( $n = 4$ ), and (E) reduced GSH ( $n = 4$ ) by colorimetric detection in *CAKI1* cells stimulated with 5  $\mu$ g/mL hLcn-2 for 24 h. (F) Western blot analysis of GPX4 in *CAKI1* cells stimulated with 5  $\mu$ g/mL hLcn-2 for 24 h. Nucleolin was applied as loading control ( $n = 4$ ). Graphs are displayed as means  $\pm$  SEM with  $*p < 0.05$ ,  $**p < 0.01$ ,  $***p < 0.001$ .

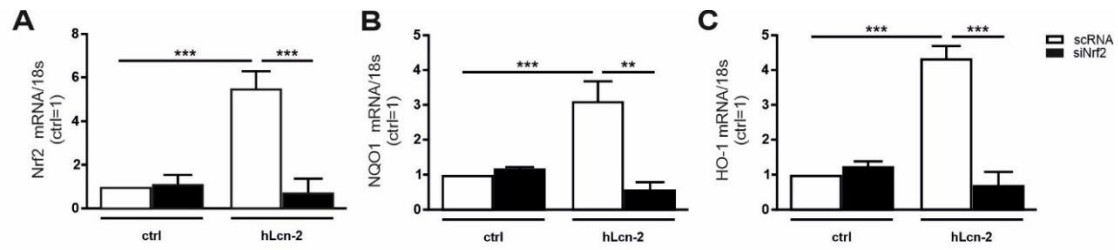

**Figure S3.** *Nrf2* knockdown efficiency after hLcn-2 stimulation. (A–C) CAKI1 cells were treated with either a siRNA to knockdown *Nrf2* (siNrf2) or a scrambled control RNA (scRNA). mRNA expression of (A) *Nrf2* ( $n = 4$ ), (B) *NQO1* ( $n = 4$ ), and (C) *HO-1* ( $n = 4$ ) was measured after 24 h of hLcn-2 (5  $\mu$ g/mL). mRNA expression was normalized to housekeeping gene 18S expression. Graphs are displayed as means  $\pm$  SEM with \*\* $p < 0.01$ , \*\*\* $p < 0.001$ .

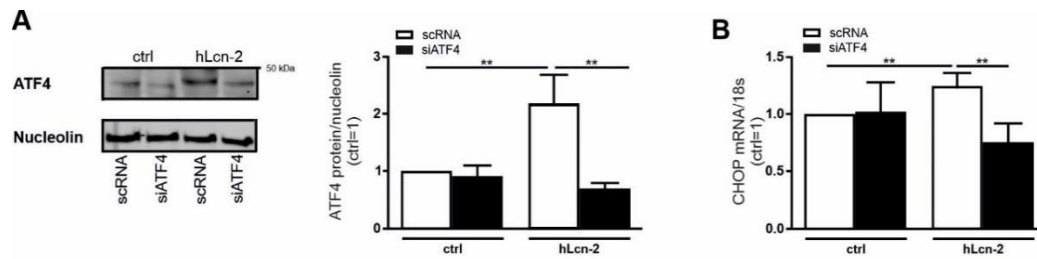

**Figure S4.** *ATF4* knockdown efficiency after hLcn-2 stimulation. (A–B) CAKI1 cells were treated with either a siRNA to knockdown *Nrf2* (siNrf2) or a scrambled control RNA (scRNA). (A) Western blot analysis of *ATF4* protein expression after the stimulation with 5  $\mu$ g/mL hLcn-2 for 8 h. Nucleolin was analyzed as loading control. A representative picture (left) from at least 4 independent experiments is given along with the densitometrical analysis (right) ( $n = 3$ ). (B) mRNA expression of *CHOP* after hLcn-2 (5  $\mu$ g/mL) for 24 h ( $n = 4$ ). mRNA expression was normalized to housekeeping gene 18S expression. Graphs are displayed as means  $\pm$  SEM with \*\* $p < 0.01$ .

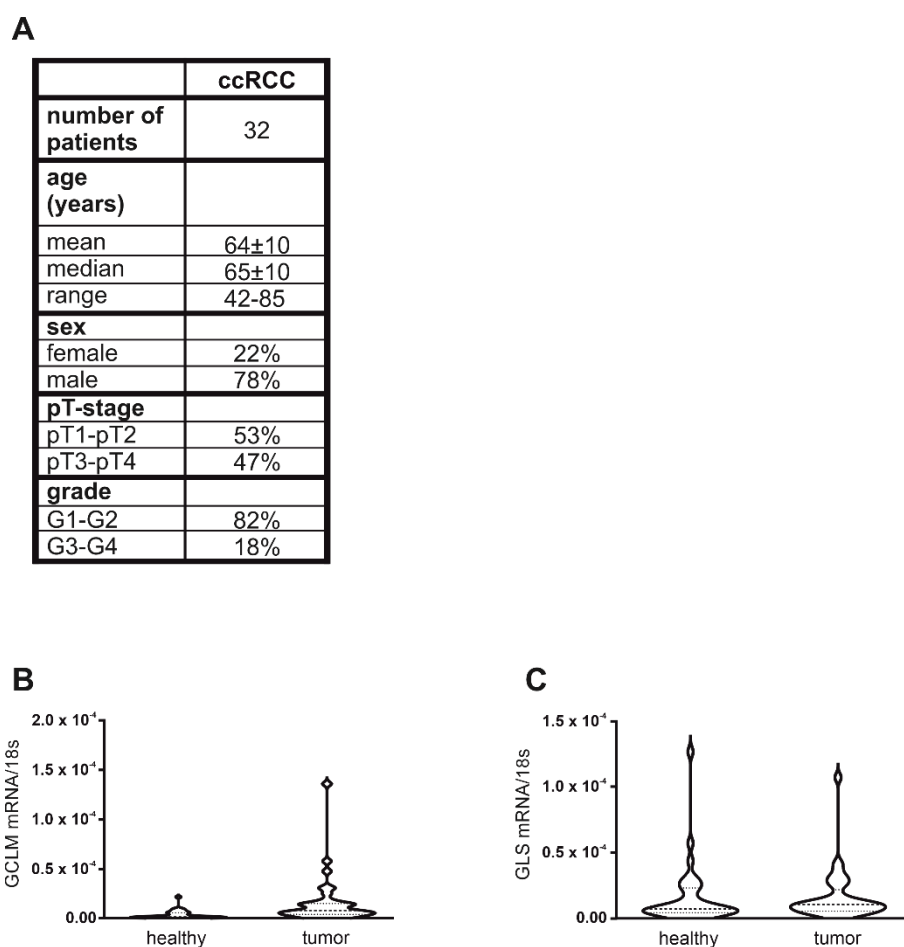

**Figure S5:** *GCLM* and *GLS* mRNA expression in ccRCC patients

(A) Clinical parameters of included patients. (B-C) mRNA expression of (B) *GCLM* and (C) *GLS* in samples of tumor tissue of ccRCC patients (n=32) compared to samples of adjacent healthy tissue of the same patients. mRNA expression was normalized to housekeeping gene 18S expression. Graphs are displayed as violin plots, indicating the median and quartiles with whiskers reaching up to 1.5 times the interquartile range.

## Supplemental Methods

### *RNA Sequencing-Bioinformatics Analysis*

CAKI1 cells were stimulated with 5 µg/ml holo-Lcn-2 for 24 h. Afterwards, RNA was extracted using the RNeasy Midi Kit (Qiagen). RNA quality was evaluated using an Agilent 2100 Bioanalyzer applying a RNA 6000 Nano Chip (Agilent Technologies, Santa Clara, USA), followed by quantification with a Qubit HS RNA Assay Kit (Thermo Fisher Scientific, Dreieich, Germany). For library preparation, 500 pg of RNA was applied using the QuantSeq 3' mRNA-Seq Library Prep Kit with the UMI Second Strand Synthesis Module for QuantSeq (Lexogen GmbH, Vienna, Austria). Both Qubit ds DNA HS Assay Kit (Thermo Fisher Scientific) and Agilent DNA High Sensitivity DNA Chip (Agilent Technologies) were used to evaluate quantity and quality of the complementary DNA (cDNA) libraries. Using the High Output Kit v2 on a NextSeq 500 sequencer (Illumina, San Diego, USA), the libraries were sequenced (single-end, 75 cycles) using a High Output Kit v2 on a NextSeq 500 sequencer (Illumina, San Diego, USA). First FASTQ files were merged to the respective sample. Then, the UMI identifier were attached as index to the read sequence identifier line in the FASTQ file with the umi2index tool. Indexed fastq files were aligned with STAR to the GRCh38 reference genome build. Afterwards, reads in BAM files were collapsed by UMI identifier in the read name with the collapse\_UMI\_bam tool. Raw read counts were generated with HTSeq. Counts were merged and genes with zero counts in all samples were removed. Counts were filtered to keep only those genes that have at least 1 read per million in at least 2 samples. 

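The deposited table held 16782 genes. Of these, 92.9% had at least 1 CPM, relative to the column total, in at least 2 of the 8 samples, and 1189 did not. One read was worth 0.0704 CPM in control 1 and 0.658 CPM in control 4, since the libraries differed in depth.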

Differential gene expression analysis was done with edgeR in R 3.4.4 (<https://www.r-project.org/>, accessed on December, 14<sup>th</sup> 2018), according to the edgeR manual. Lists of differentially expressed genes (DEG) were annotated with R Bioconductor human annotation data package org.Hs.eg.db. The annotated DEG were visualized in a heatmap using Morpheus (<https://software.broadinstitute.org/morpheus>, accessed on April, 5<sup>th</sup> 2020).

A table of highly-enriched gene ontology (GO)-terms was created. Enrichment is defined as:  $(b/n)/(B/N)$  ( $N$  = total number of genes,  $B$  = total number of genes associated with a specific GO-term,  $n$  = number of genes in the top of the target set,  $b$  = number of genes in the intersection).

How the deposited data were processed for this re-analysis (not part of the article)

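RNA of CAKI1 cells was measured in 4 control samples and 4 samples treated with hLcn-2 (24 h, 5 µg/mL), after serum starvation for 24 h. Single-end QuantSeq 3′ libraries with UMI were sequenced on a NextSeq 500 for 75 cycles. The authors moved the UMI to the read names with umi2index, aligned the reads to GRCh38 with STAR, collapsed them with collapse_UMI_bam, counted them with HTSeq and removed genes with no counts. The deposited values are a scaled signal, the normalized counts of each gene as CPM of a library size that the authors adjusted by a scaling factor between 0.970 and 1.06. Limma had been planned for normalized values, and this choice was kept although whole reads could be recovered. One cell, that of TXNIP in control 1, was written with a decimal comma and was read as a decimal point. Of the genes, 2810 had no symbol in the deposited table, and 2645 of them were named from GENCODE 44 by their Ensembl identifier.

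The comparisons, tests, gene sets and most alternatives were chosen before the data were examined. Limma 3.58.1 in R 4.3.3 was run on log2(normalized count + 1) with an intensity trend, for genes with at least 1 CPM in at least 2 samples, and p-values were adjusted by the Benjamini-Hochberg method. Gene sets were tested with camera of limma with an inter-gene correlation of 0.01 against all genes tested, and with 10000 random sets matched on mean expression. The 6 sets, of glutathione and glutamine metabolism, ATF4 targets, NRF2 targets, iron handling, SREBP targets and NF-kB targets, were listed by hand. Named in the text are the genes of the table in Supplemental Figure S1A, genes whose mRNA or protein the paper measures in CAKI1 cells or names from other work, set members where a set is discussed, and the 10 called genes with the largest log2 fold change, filled up with those of smallest p-value. LCN2 and PON1 were not analysed here, and one gene of that table is not reported here. Single genes were also tested with two-sided exact permutation tests over the 70 regroupings of 4 samples against 4, whose smallest p-value is 0.0286. The sign of a difference in 4 pairs cannot give an exact p-value under 0.125.

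Controls and hLcn-2 samples were paired by the replicate numbers in their labels, and this pairing was checked by the correlation across genes of the deviations of same-numbered samples (mean 0.50). The depth was between 1501563 and 13953090 reads per library, with a median of 9216758 in controls and 5796022 in hLcn-2-treated cells. Because of the UMI each read stands for one molecule, and the worth of 3 reads was taken as the lowest value that can be shown. The alternatives were other pseudocounts (0.1 and 5), no filter, a filter on a mean of at least 10 CPM, other normalizations, no intensity trend, the replicate block, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, an adjusted p-value threshold of 0.1, and leaving out samples. Combinations of the block with a pseudocount, a filter, no trend, a correction for GC content (last 500 nt) and transcript length, or thinned reads were added after seeing the data. GC content and length were known for 98.9% of genes tested. The models were tested on simulated data before use. GO terms were not analysed, and exons that overlap those of other genes are given as a limit because the paper's text does not name whether reads were counted by strand.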

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

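The tests of the genes called with the replicate block were chosen only after that result was seen.

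In 8 of the 118 groups of 4 samples examined, 1 sample lay far from the other 3, where 5.9 are expected by chance. All 8 were samples with replicate number 3. The gap to the nearest sample, as a share of the range, was 0.838 for GPX4 (72.6 CPM in hLcn-2 sample 3), 0.861 for TXNIP (726 CPM in hLcn-2 sample 3), 0.852 for SNX18 (47.9 CPM in hLcn-2 sample 3) and 0.858 for SLC40A1 (9.38 CPM in hLcn-2 sample 3), all of them above the others. It was 0.849 for SLC40A1 in control 3 (12.2 CPM), also above the others. Below the others were CD44 in control 3 (0.895, 378 CPM), GPT2 in control 3 (0.926, 41.6 CPM) and IL21R in hLcn-2 sample 3 (0.904, 10.4 CPM). RNR2 took 6.22% of the values in control 3 and 7.10% in hLcn-2 sample 3, the highest shares of the 8 samples. The library of hLcn-2 sample 3 was also the shallowest of its group, with 2088266 reads. Control 4 was shallower still, yet had only 44.1 CPM for GPX4, 229 CPM for TXNIP and 19.1 CPM for SNX18. The deeper control 3 was the highest control for TXNIP (473 CPM) and SNX18 (41.8 CPM), but not for GPX4 (53.6 CPM). For TXNIP and SNX18 these values argue against depth. Depth is not ruled out for GPX4, nor for SLC40A1 and IL21R, which had as few as 1 and 8 reads in a sample. For the 3 values of control 3, with 5799151 reads, depth alone does not account, since control 4, with 1501563 reads, was shallower and none of its values was flagged. The genes of each group are not independent of each other. Replicate number is not a condition, and no biological explanation was tested.

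With the replicate block, 19 genes outside the table of Supplemental Figure S1A had an adjusted p-value under 0.05 in limma, and the paper does not report them. They were HSPB8, VEGFA, PIM1, ABHD3, CCDC85B, RNF187, NCSTN, NPTXR, IARS, HELLS, MKI67, MTATP6P1, PAPD5, XPOT, CMTM6, SRSF8, PLCB4, ALDH9A1 and ITGB8, named after their values were seen. For HSPB8, normalized counts were 38.6 ± 14.5 (SD, n = 4) in controls and 72.6 ± 37.0 (SD, n = 4) after hLcn-2, with a log2 fold change of 0.84 (adjusted p = 1.00 in limma without the block and 0.0169 with it). Without the block, 0 genes were called and 355 had an unadjusted p-value of 0.05 or less, and the mean correlation of same-numbered samples was 0.50. Of the 24 ways to pair the controls with the hLcn-2 samples, 1 gave as many calls, the pairing by number, and the next highest gave 4. After correction for GC content and transcript length, 41 genes were called, 37 of them among the 44. After thinning every library to the lowest total, 55 genes were called, 30 of them among the 44. Of the 8 splits of the samples that part all 4 same-numbered pairs, 1, the real one, gave as many calls with the block, and 1, again the real one, gave as many genes at an unadjusted p-value of 0.05 or less without it. The other pair-parting splits gave at most 213 such genes, whereas the 27 splits that keep some pairs together gave 251 to 3314. The other pair-parting splits gave 0 calls with the block. Because 8 splits cannot give a share under 0.05 whatever the data, this count alone cannot tell the calls apart from a chance split of the samples. An effect of hLcn-2 may underlie them, which remains a hypothesis.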

How the results depend on the processing

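The combinations of the replicate block with another change were chosen only after the result with the block was seen. The DESeq2 Wald test gives no set tests here, since camera needs log values.

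SLC7A11 and GCLM were higher and the medians of the glutathione and glutamine set, the ATF4 targets, the SREBP targets, the iron handling set and the NRF2 targets were above 0 under every alternative run. The ATF4 targets stayed past the threshold under every alternative that gave a set test, with medians of 0.23 to 0.30 with all samples and 0.18 to 0.44 with samples left out. The SREBP targets, with medians of 0.19 to 0.25 with all samples, stayed past it under all of these except one that left out a sample. The 32 genes of Supplemental Figure S1A with the table's sign numbered 32 under the alternatives that used all samples. In limma, the filter, the intensity trend and the block leave the log2 fold change of each gene as it is. Those alternatives could therefore not change a gene's sign. The edgeR tests with the same model also share a single camera test.

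The number of calls depended on the replicate block, and the mean correlation of same-numbered samples was 0.50. No alternative without the block called a gene at a threshold of 0.05, nor did the chosen model at 0.1, with 192 genes at an unadjusted p-value of 0.05 or less under the filter on a mean of 10 CPM and 355 under the chosen one. With the block, limma called 44 genes (34 higher, 10 lower, 1900 at an unadjusted p-value of 0.05 or less) and 25 genes of Supplemental Figure S1A. The quasi-likelihood test of edgeR with the block called 233 genes (175 higher, 58 lower, 2086 at an unadjusted p-value of 0.05 or less) and 33 genes of Supplemental Figure S1A, and the likelihood ratio test with the block 511 genes (348 higher, 163 lower, 2318 at an unadjusted p-value of 0.05 or less) and 33 genes of Supplemental Figure S1A. The block with pseudocount 0.1 gave 8 genes (6 higher, 2 lower, 1797 at an unadjusted p-value of 0.05 or less) and 7 genes of Supplemental Figure S1A. The block with the filter on a mean of 10 CPM gave 85 genes (64 higher, 21 lower, 1440 at an unadjusted p-value of 0.05 or less) and 29 genes of Supplemental Figure S1A. The block with a GC and length correction gave 41 genes (32 higher, 9 lower, 1903 at an unadjusted p-value of 0.05 or less) and 23 genes of Supplemental Figure S1A, and with thinned reads 55 genes (44 higher, 11 lower, 1550 at an unadjusted p-value of 0.05 or less) and 18 genes of Supplemental Figure S1A. The block without the intensity trend called 0 genes, with 1567 at an unadjusted p-value of 0.05 or less. Why the fits with the block differed among themselves was not tested.

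With all samples, adjusted p-values of the SLC7A11 log2 fold change ranged from 8.0e-11 to 1.00 and those of the GCLM log2 fold change from 1.4e-04 to 1.00 over the alternatives, and with samples left out they reached 9.8e-17 and 9.0e-05. Past the threshold, the log2 fold changes with the block were SLC7A11 0.72 (adjusted p = 0.0150) and GCLM 0.41 (adjusted p = 0.0367) in limma. They were SLC7A11 0.74 (adjusted p = 4.9e-04) and GCLM 0.42 (adjusted p = 0.00748) in the quasi-likelihood test, and SLC7A11 0.74 (adjusted p = 8.0e-11) and GCLM 0.42 (adjusted p = 1.4e-04) in the likelihood ratio test. With pseudocount 0.1, only SLC7A11 0.72 (adjusted p = 0.0432) passed. They were SLC7A11 0.72 (adjusted p = 0.0177) and GCLM 0.41 (adjusted p = 0.0264) with the filter on a mean of 10 CPM, SLC7A11 0.73 (adjusted p = 0.0144) and GCLM 0.38 (adjusted p = 0.0498) with the GC and length correction, and SLC7A11 0.73 (adjusted p = 4.0e-04) and GCLM 0.43 (adjusted p = 0.0211) with thinned reads.

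With all samples, the median log2 fold change of NRF2 targets most often fell short of the threshold among the sets past it in the chosen model, with adjusted p-values from 0.0341 to 0.198. It did not pass with pseudocount 0.1, 0.070 (adjusted p = 0.0521), the filter on a mean of 10 CPM, 0.067 (adjusted p = 0.0904), each column scaled to the same total, 0.035 (adjusted p = 0.0570), or quantile normalization, 0.041 (adjusted p = 0.133). Nor did it with the block and that filter, 0.067 (adjusted p = 0.0797), the block and thinned reads, 0.069 (adjusted p = 0.121), random sets, 0.063 (adjusted p = 0.134), or members outside Supplemental Figure S1A, 0.057 (adjusted p = 0.198). With all samples, the iron handling set fell short with the filter on a mean of 10 CPM, at 0.10 (adjusted p = 0.0508, range 0.00315 to 0.0508). The glutathione and glutamine set fell short against random sets, at 0.078 (adjusted p = 0.0549), and in the members outside Supplemental Figure S1A with the block (adjusted p = 0.0841). The cause was not tested.

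With all samples, signs changed for 4 results, all of them short of the threshold. The NF-kB targets had a median of 2.6e-04 in the quasi-likelihood and 5.9e-04 in the likelihood ratio test of edgeR with the block. The GPX4 log2 fold change was 0.011, 0.011, 0.011 and 0.0025 in the quasi-likelihood, likelihood ratio, exact and DESeq2 tests without the block, and 0.025 with the block and the GC and length correction. The CD44 log2 fold change was 0.0072, 0.0066 and 0.0066 in the quasi-likelihood, likelihood ratio and exact tests of edgeR without the block and 0.0044 with the block and thinned reads. SLC40A1, with 1 to 69 reads, had -0.12 in the quasi-likelihood test without the block. Among all named genes except SLC7A11 and GCLM, 171 values became stronger and 911 were the same.

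With samples left out, limma without the block called 0 genes, with 200 to 756 at an unadjusted p-value of 0.05 or less. The likelihood ratio test of edgeR with the block called 157 to 601 genes across the 4 fits that each left out one replicate number (105 to 430 higher, 33 to 171 lower, 1561 to 2534 unadjusted) and 30 to 33 genes of Supplemental Figure S1A. In these fits the SLC7A11 log2 fold change was 0.65 to 0.83 and GCLM at 0.40 to 0.43, both past the threshold in all 4. Over all fits that left out samples, the log2 fold change ranged from 0.62 to 0.83 for SLC7A11 and from 0.31 to 0.52 for GCLM, and the median from 0.0067 to 0.16 for NRF2 targets, 0.050 to 0.19 for iron handling and 0.072 to 0.36 for SREBP targets. The median of the glutathione and glutamine set ranged from 0.0064 to 0.14, with adjusted p-values of at most 0.0341 (camera of limma). Where sets no longer passed, the medians were 0.0067 to 0.10 for NRF2 targets, 0.050 to 0.12 for iron handling and 0.072 for SREBP targets, the last without control 3. The median of NF-kB targets ranged from -0.15 to 0.12, with a change of sign. Signs also changed in some of these fits for log2 fold changes that ranged as given for GPX4 (-0.19 to 0.097), CD44 (-0.17 to 0.18), NCOA4 (-0.085 to 0.032), IREB2 (-0.073 to 0.24), TFRC (-0.095 to 0.057), KEAP1 (-0.17 to 0.025), EIF2S1 (-0.17 to 0.025), AUTS2 (-0.11 to 0.49), GPX3 (-0.46 to 0.22), C1QBP (-0.026 to 0.55) and DDIT3 (-0.029 to 0.76). The cause was not tested.

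The shallowest library limits genes under 1.98 CPM, whose differences cannot be resolved there.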

Differences from the paper's values

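The paper's text gives 35 differentially expressed genes, against 0 here with an adjusted p-value under 0.05 in limma without the replicate block, with 355 at an unadjusted p-value of 0.05 or less. That fit ignores the correlation of same-numbered samples. The block left the log2 fold changes in limma as they were and changed only their errors. The paper does not name whether its test paired the samples, so the 0 alone does not show that its genes fail to reproduce. Of the alternatives set before the data were examined, limma with the replicate block, with 44 genes, came within 1.5 times the paper's number, and the others did not. Of those chosen after seeing the data, the block with the GC and length correction came within it too, with 41 genes. The table in Supplemental Figure S1A lists 38 genes, of which 37 were analysed here. Limma called 0 of them without the block, where 26 had an unadjusted p-value of 0.05 or less, and 25 with it. Of these 25, 1 gene, TXNIP, had the sign opposite to the table's. The edgeR quasi-likelihood and likelihood ratio tests with the block called 33 and 33, and the latter called 30 to 33 with each replicate number left out. The quasi-likelihood test called 32 in the table's direction. Of the combinations chosen after seeing the data, the block with pseudocount 0.1, a mean of 10 CPM, the GC and length correction and thinned reads called 7, 29, 23 and 18 of the table's genes.

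For 5 genes of that table the log2 fold change had the opposite sign. It was 0.57 against the paper's -1.65 for RHOU, 0.23 against the paper's -1.52 for AUTS2 and 0.29 against the paper's -1.02 for C1QBP. It was 0.56 against the paper's -0.58 for TXNIP and -0.26 against the paper's 0.58 for MRE11. None of the alternatives set before the data were examined closed the gap for any of the 5, with values from 0.33 to 0.73 for RHOU, from -0.11 to 0.49 for AUTS2, from -0.026 to 0.55 for C1QBP, from 0.24 to 0.86 for TXNIP and from -0.44 to -0.14 for MRE11.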

Other observations

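The tests of GC content, depth, endotoxin, cell division and the decimal comma were chosen only after the results were seen. The 8 splits of the samples that part all 4 pairs cannot give a share under 0.05 whatever the data, so that this count alone cannot tell any pattern below apart from a chance split.

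Apart from SLC7A11 and GCLM, the following genes, which the paper measures in CAKI1 cells or names from other work, had log2 fold changes short of the threshold. This held in limma at 24 h with and without the replicate block. The log2 fold changes were 0.16 for NFE2L2, which encodes Nrf2, -0.080 for KEAP1, -0.12 for NQO1, 0.38 for HMOX1, 0.19 for ATF4, 0.36 for DDIT3, -0.059 for EIF2S1 and -0.22 for NUPR1. Those of TFRC, NCOA4, IREB2, CD44, SLC40A1 and GPX3 were -0.027, -0.021, 0.083, -0.024, 0.42 and -0.098. The paper names NUPR1 and the genes from TFRC to GPX3 from other work only. Its changes in Keap1 and ATF4 are in protein and that in eIF2α is in phosphorylation, all at earlier times. It reports induction of CHOP mRNA, which DDIT3 encodes, before 24 h. The mRNA at 24 h does not test those findings. ERFE had 5.14 ± 0.533 (SD, n = 4) CPM in controls and 9.68 ± 1.33 (SD, n = 4) after hLcn-2, higher in 4 of 4 pairs.

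ATF4 targets had a median log2 fold change of 0.29, with 46 of 52 genes higher (camera of limma, adjusted p = 8.8e-16 without the replicate block and 1.7e-15 with it, mean correlation of same-numbered samples 0.50). The median was 0.23 in the members outside Supplemental Figure S1A, 0.29 after correction for GC content and transcript length and 0.27 in thinned reads, and above 0 in all 4 pairs. NRF2 targets outside that table and outside the ATF4 set had a median of 0.057 (camera of limma, adjusted p = 0.165 without the block and 0.129 with it), but the difference between both sets was not tested. Higher mRNA of ATF4 targets may thus still be present at 24 h. The paper reports eIF2α phosphorylation back at control levels at 24 h, and higher ATF4 protein at earlier times. Whether the mRNA is left from an earlier integrated stress response or has another source was not tested. Endotoxin in the recombinant protein could raise NF-kB targets, whose median was -0.018 (camera of limma, adjusted p = 0.411 without the block and 0.567 with it). The sign of this median changed when samples were left out. No sample with added endotoxin and no time before 24 h was sequenced, so this median cannot tell whether endotoxin acted. Of the 8 splits of the samples that part all 4 pairs, 1 gave as small a p-value with the block, the real one (unadjusted p = 2.8e-16, against 1.0e-08 or more in the other 7), and 8 splits are too few to tell the pattern apart from a chance split.

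SREBP targets had a median of 0.22, with 29 of 31 genes higher (camera of limma, adjusted p = 6.6e-06 without the block and 5.9e-08 with it, correlation 0.50). The paper does not report this set. The median was 0.21 outside Supplemental Figure S1A, 0.23 after correction for GC content and length and 0.22 in thinned reads. Sterol and fatty acid synthesis may be higher after hLcn-2, but 1 of the 8 pair-parting splits, the real one, gave as small a p-value (unadjusted p = 2.0e-08, against 4.1e-05 or more in the other 7), too few splits to tell the pattern apart from a chance split.

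Iron handling genes had a median of 0.13 (adjusted p = 0.0149 without the block and 0.00404 with it, correlation 0.50), and 1 of the 8 pair-parting splits gave as small a p-value. NRF2 targets had a median of 0.063 (adjusted p = 0.0432 and 0.0356), and 2 of the 8 splits gave as small a p-value. For the glutathione and glutamine set 1 of the 8 did, and for NF-kB targets 4 of the 8. With 8 splits, none of these can be told apart from a chance split. Over all 35 splits, most of which keep some same-numbered samples together and so bring differences between replicate numbers into the comparison, 2 gave as small a p-value without the block for ATF4 targets, 8 for SREBP targets, 4 for iron handling, 7 for NRF2 targets, 1 for glutathione and glutamine, 18 for NF-kB targets and 17 for the cell cycle genes below, the real split included. If iron delivered by hLcn-2 lowered TFRC mRNA at 24 h, TFRC would fall, and its log2 fold change was -0.027.

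RRM2, MKI67 and HELLS, chosen after their values were seen, were lower with the block. Across 54 other cell cycle genes the median was -0.21, with 47 lower (camera of limma, unadjusted p = 1.0e-03 without the block and 7.2e-11 with it, correlation 0.50). It was -0.22 after correction for GC content and length, -0.22 in thinned reads, and -0.24, -0.21 and -0.22 under the 3 other scalings. Less cell division at 24 h is a candidate explanation, but 1 of the 8 pair-parting splits, the real one, gave as small a p-value (unadjusted p = 7.2e-11, against 1.2e-06 or more in the other 7), too few splits to tell the pattern apart from a chance split.

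For TXNIP, the pair with the decimal comma left out gave 0.42, and dropping the comma gave -4.42, so that neither gives the paper's value.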
